# Omics-based Investigation of Diet-induced Obesity Synergized with HBx, Src, and p53 Mutation Accelerating Hepatocarcinogenesis in Zebrafish Model

**DOI:** 10.3390/cancers11121899

**Published:** 2019-11-28

**Authors:** Wan-Yu Yang, Pei-Shu Rao, Yong-Chun Luo, Hua-Kuo Lin, Sing-Han Huang, Jinn-Moon Yang, Chiou-Hwa Yuh

**Keywords:** obesity, nonalcoholic steatohepatitis (NASH), hepatocellular carcinoma (HCC)

## Abstract

The primary type of liver cancer, hepatocellular carcinoma (HCC), has been associated with nonalcoholic steatohepatitis, diabetes, and obesity. Previous studies have identified some genetic risk factors, such as hepatitis B virus X antigens, overexpression of SRC oncogene, and mutation of the p53 tumor suppressor gene; however, the synergism between diet and genetic risk factors is still unclear. To investigate the synergism between diet and genetic risk factors in hepatocarcinogenesis, we used zebrafish with four genetic backgrounds and overfeeding or high-fat-diet-induced obesity with an omics-based expression of genes and histopathological changes. The results show that overfeeding and high-fat diet can induce obesity and nonalcoholic steatohepatitis in wild-type fish. In HBx, Src (p53-) triple transgenic zebrafish, diet-induced obesity accelerated HCC formation at five months of age and increased the cancer incidence threefold. We developed a global omics data analysis method to investigate genes, pathways, and biological systems based on microarray and next-generation sequencing (NGS, RNA-seq) omics data of zebrafish with four diet and genetic risk factors. The results show that two Kyoto Encyclopedia of Genes and Genomes (KEGG) systems, metabolism and genetic information processing, as well as the pathways of fatty acid metabolism, steroid biosynthesis, and ribosome biogenesis, are activated during hepatocarcinogenesis. This study provides a systematic view of the synergism between genetic and diet factors in the dynamic liver cancer formation process, and indicate that overfeeding or a high-fat diet and the risk genes have a synergistic effect in causing liver cancer by affecting fatty acid metabolism and ribosome biogenesis.

## 1. Introduction

Hepatocellular carcinoma (HCC) is the fifth most common cancer and the third leading cause of mortality worldwide [1,2], and there is still no effective therapy available due to its heterogeneity [3]. Major risk factors for HCC include hepatitis B and hepatitis C virus infection, and aflatoxin contamination, as well as chronic alcohol consumption. HCC may be formed through hepatitis, fatty liver, and liver fibrosis, and eventually, develop into liver cancer. Hepatitis B (HBV) infection is a major risk factor of HCC [4], and X antigen (HBx) has been reported to be the most obvious carcinogen-induced liver cancer in mice [5] and zebrafish [6]. In human HCC patients, 75% of HCC cancer tissue were HBx positive [7], and 65.38% of HCC tissue were SRC positive in the Chinese population [8]. In the HBx-induced HCC mouse model, SRC was identified as a common regulator [9]. AFB1-induced p53 mutation at R249S mutation was highly associated with HCC [10]. HBx and TP53 R249S mutation were found in 77% of HCC patients in the West African population [11]. We demonstrated that HBx and SRC overexpression induced hepatocarcinogenesis in p53 mutant zebrafish [6]. Therefore, we generated a transgenic zebrafish model to reflect the genetic signature in human HCC patients.

HCC also has been associated with nonalcoholic fatty liver disease (NAFLD), nonalcoholic steatohepatitis (NASH), diabetes, and obesity [12,13,14]. Obesity is closely related to diabetes, chronic liver disease, and many cancers [15]. More importantly, obesity has also been identified as one of the main factors contributing to HCC [16,17,18]. According to a large epidemiological study, the number of obese children and adolescents between the ages of 5 and 19 increased tenfold in the past 40 years [19]. In Asia, obesity and diabetes are also increasing [20]. Metabolic risk factors such as fatty liver, high triglyceride levels, and diabetes mellitus are significantly associated with nonviral HCC in Taiwan [21]. With global anti-HBV vaccine and anti-HCV drugs, viral hepatitis-related liver cancer will gradually subside, and NAFLD-related HCC will become an important issue. NAFLD and NASH are metabolic diseases which are major drivers of HCC, and diet-induced obesity and high-fat diet is the cause of metabolic disorders. Genetic variants associated with obesity can be modified by obesogenic environments [22]. However, the synergistic effects between diet-induced obesity and genetic risk factors for liver disease and liver cancer are unclear. It is essential to understand the synergism between obesity and genetic risk factors and to develop therapeutic techniques derived from those discoveries.

Zebrafish is a vertebrate model with high relevance to humans; approximately 70% of human genes have at least one obvious zebrafish orthologue [23]. The well-developed gene transfer technology has boosted zebrafish as a prevalent research model in different research fields including human diseases, cancer studies, and drug screening [24,25,26]. Zebrafish are a model in vivo organisms for cancer research and drug identification, validation, and screening [27]. Zebrafish cancer models could be part of preclinical precision medicine approaches [28]. Even in the Cancer Moonshot project, zebrafish play an important role in developing new cancer technologies [29]. Previously, we developed some transgenic zebrafish to study hepatocarcinogenesis [6,30,31,32,33]. Due to the functional conservation in lipid metabolism, lipid biology, and glucose homeostasis, zebrafish have become a model for obesity and diabetes [34], and a great model for genetic- and diet-induced adiposity [35]. Overfeeding with 12 times the amount of *Artemia* for 8 weeks induced obesity and increased pathophysiological pathways in wild-type zebrafish, similar to mammalian obesity [36]. However, most of these studies lacked a global omics-based approach for a comprehensive analysis of obesity/NASH to HCC in the zebrafish model.

To investigate the synergistic mechanism of obesity/NASH/HCC in zebrafish models with three diet and four genetic risk factors, we developed an integrated omics computational model to examine their related genes, pathways, subsystems, and systems. We selected 30 samples for omics analysis using microarray (14 samples) and next-generation sequencing (NGS) (16 samples) to study the dynamic changes of pathways from normal diet (NOR), overfeeding (DIO) using diet-induced obesity, and high-fat-diet (FAT) treatment in four fish types: wild-type (WT), overexpression of hepatitis B virus X antigen (HBx) with p53 mutation (HBx(p53-)), overexpression of Src with p53 mutation (Src(p53-)), and overexpression of both HBx and Src with p53 mutation (HBx,Src(p53-)). Our results indicate that HBx, Src, and p53 mutations have a major impact on fat synthesis and carcinogenesis, and DIO or FAT synergizes with those risk factors in hepatocarcinogenesis. We believe that the observed mechanisms of interactions and the establishment of accelerated liver disease zebrafish models for drug screening can be of benefit to people.

## 2. Results

### 2.1. Overview of Omics-Based Investigation of Diet-Induced Obesity and Hepatocarcinogenesis in Zebrafish Model

We investigated the synergism between diet and genetic risk factors in hepatocarcinogenesis, and the main steps of our strategy are described in Figure 1A. First, three types of diet (NOR, DIO, and FAT) were given to zebrafish with four genetic backgrounds (WT, HBx(p53-), Src(p53-), and HBx,Src(p53-)) (Figure 1B). When compared to WT with a normal diet, DIO or FAT increased the expression of lipogenic factors and lipogenic enzymes, including 1-acylglycerol-3-phosphate acyltransferase (*agpat*), fatty acid synthase (*fasn*), and phosphatidate phosphatase (*pap*) using qPCR (Figure 1C) and hematoxylin and eosin (H&E) (Figure 1D). Comparing DIO and FAT to a normal diet, our global omics data analysis method identified differentially expressed genes (DEGs, such as *scd*, *gck*, and *slc40a1*; Figure 1E), significant pathways with *p*-value < 0.05 (e.g., steroid biosynthesis, FoxO signaling pathway, and insulin signaling pathway; Figure 1F). Finally, we found the metabolism and genetic information processing have an increasing tendency with the increase of risk factors in microarray (Figure 1G). These results show that our method can be useful for investigating gene-, pathway-, and system-level activation or inactivation of diet-induced obesity and hepatocarcinogenesis in zebrafish models.

### 2.2. Weight Changes in Zebrafish with Different Genetic Backgrounds by Three Feeding Methods

We first checked whether the weight of the fish increased with DIO and FAT for two months, starting at three months of age. For the wild-type, HBx(p53-), and Src(p53-) fish, the average weight from FAT was more significant compared with normal diet and DIO. In all fish species, the average weight gain from FAT was more significant than DIO. With a normal diet, the weight of the wild-type fish was the highest; in the DIO group, the weight of the Src(p53-) fish was the highest; in the FAT group, the weight of HBx(p53-) fish was the highest (Figure S1A). We also noticed gender differences in the weight changes; weight gain was more significant in female than male fish (Supplementary Figure S1B,C).

### 2.3. Impact of Genetic Factors on Steatosis and Cell Proliferation

In HBx(p53-) and Src(p53-) normal feeding (NOR) fish for two months (equivalent to five-month-old fish), the expression of lipogenic enzyme or factors was higher than that of wild-type, and there was a significant or extremely significant difference (Figure S2A,B). Those data indicate that HBx(p53-) and Src(p53-) are genetic risk factors for hepatocarcinogenesis, and they alone can slightly increase the expression of genes involved in fat synthesis in excessive or high-fat diets. Expression of HBx(p53-) or Src(p53-) has a major impact on the expression of lipogenic enzymes and factors. The effect of Src(p53-) is more dramatic than that of HBx(p53-). In HBx,Src(p53-) triple transgenic fish, there was no significant increased expression of lipogenic factors and enzymes, but the cell cycle/proliferation markers were significantly increased (Supplementary Figure S2C). Our results suggest that the impact of genetic factors on steatosis was more significant in the overexpression of HBx and Src alone in p53 mutant background. With the combination of HBx and Src in p53 mutant, the hepatocyte seems forwarded from overexpressing lipogenic enzyme/factors to cell cycle/proliferation, and we suspect the overexpression of oncogene-induced carcinogenesis.

### 2.4. Validation of Lipogenic Enzymes/Factors and Cell Cycle–Related Genes in Wild-Type Fish after Overfeeding

To examine the effects of diet-induced obesity on hepatocarcinogenesis, the expression patterns of lipogenic enzymes (*fasn*, *agpat*, and *pap*) and lipogenic factors (*pparg*, *srebf1*, and *chrebp*) were examined. We were also interested in examining the expression of the cell cycle/proliferation markers *ccne1*, *cdk1*, and *cdk2*.

In wild-type fish after eight weeks of feeding, for the lipogenic enzyme, DIO did not cause differences in the expression of *agpat* and *pap*, but decreased the expression of *fasn*. FAT increased the expression of *agpat* and *fasn*, but there was no significant difference in *pap* (Figure 2A). For the lipogenic factor, *pparg* and *srebf1* were highly expressed by DIO, and the expression of *srebf1* was more significantly increased in FAT than DIO. The expression of *chrebp* was decreased in both FAT and DIO after eight weeks (Figure 2B). The enhancement of lipogenic enzymes and factors was more obvious in female than male fish (Figures S3A,B and S4A,B). In terms of cell cycle/proliferation markers, only *cdk1* was highly expressed; FAT did not show significant differences (Figure 2C). The increase of cell cycle/proliferation markers was more obvious in female than male fish (Supplementary Figures S3C and S4C).

### 2.5. Expression of Lipogenesis Factor, Lipogenesis Enzymes, and Cell Cycle–Related Genes in HBx(p53-), Src(p53-), and HBx,Src(p53-) Transgenic Fish after Overfeeding

In HBx(p53-) transgenic fish, DIO or FAT increased the expression of lipogenic enzymes and lipogenic factors (Figure 2D,E), and the enhancement was more obvious in females than in male fish (Supplementary Figures S3D,E and S4D,E). After DIO and FAT, only *cdk2* increased after eight weeks of high-fat diet, and *ccne1* and *cdk1* were significantly decreased after FAT diet (Figure 2F), and this enhancement seemed to be only in male fish (Supplementary Figures S3F and S4F).

In Src(p53-) transgenic fish, DIO or FAT decreased the expression of lipogenic enzymes (Figure 2G) and only FAT increased lipogenic factors (Figure 3H), and this enhancement seemed to be only in female fish (Figures S3H and S4H). DIO and FAT did not increase the expression of cell cycle-related genes (Figure 3I) in either female or male fish (Supplementary Figures S3I and S4G–I). DIO and FAT in both HBx(p53-) and Src(p53-) transgenic fish had no further impact on the expression of cell cycle–related genes, indicating that the genetic and diet factors reached a plateau and may represent steatosis or early carcinogenesis.

From previous experiments, we found DIO and FAT diets exhibited similar effects on zebrafish, so for the triple transgenic fish, we only applied the DIO diet and compared with the normal diet. In HBx,Src(p53-) triple transgenic fish, DIO did not increase the expression of lipogenic enzymes and factors (Figure 2J,K) except for *srebf1*, and there was no gender difference (Supplementary Figures S3J,K and S4J,K). However, DIO further increased cell cycle–related gene expression (Figure 2L), and the enhancement was more obvious in female than male fish (Figures S3L and S4L). Our data suggest that more genetic factors changed the genetic regulatory networks and, with diet-induced obesity, further promoted carcinogenesis.

### 2.6. Liver Pathology after Diet-Induced Obesity

We then examined liver specimens using H&E staining to verify the histopathological changes following different feeding treatments in transgenic fish. Representative images of H&E staining are shown in Figure 3A–C for WT, Figure 3E–G for HBx(p53-), Figure 3I–K for Src(p53-), and Figure 3M–O for HBx,Src(p53-), and the statistical analysis is shown in Figure 3D,H,L,P. We also analyzed the histopathological changes from overfeed for 16 weeks starting from 3 months of age and scarified the fish at 7 months (Figure 4). In WT fish, FAT increased steatosis, and both DIO and FAT caused slight hyperplasia (one fish out of 20 fish developed hyperplasia), which was more significant with prolonged feeding (Figure 4D). In HBx(p53-) and Src(p53-) transgenic fish, normal diet caused hyperplasia and FAT enhanced steatosis (Figure 3H,L). In HBx, Src(p53-) triple transgenic zebrafish, DIO accelerated HCC formation at five months of age and tripled the chances of getting HCC (Figure 3P). These histopathological features were consistent with the expression data from qPCR (Figure 2).

### 2.7. Global Omics Data Analysis

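Liver RNA was sequenced in 16 libraries, 4 for each of the 4 types of fish. WT are wild-type fish of the AB strain. The transgenic types, HBx(p53-) and Src(p53-) and their combination HBx,Src(p53-), carry their transgenes under the fabp10a liver promoter on a p53 mutant background. In WT, HBx(p53-), and Src(p53-) fish, 2 libraries came from the normal diet (NOR), 1 from overfeeding (DIO), and 1 from the high-fat diet (FAT). In HBx,Src(p53-) fish, 2 came from NOR and 2 from DIO. The fish were 5 months old after 8 weeks of feeding. DIO and FAT together are the obesity diet, so each type of fish has 2 obesity libraries against 2 NOR libraries. In the types with FAT, the 2 obesity libraries differ in diet as well as in replicate. The authors aligned the reads to GRCz10 (danRer10) with HISAT and assembled transcripts with StringTie. Expression is given as FPKM (fragments per kilobase of transcript, scaled to the fragments mapped), computed with StringTie and Ballgown. The paper's own numbers of mapped reads (Table S10) lie between 9557074 and 12830517 per library. Their median, in units of 1e6 reads, is 10.62 in the NOR libraries and 12.2 in the obesity libraries. By type of fish, it is 11.54 in WT, 10.27 in HBx(p53-), 11.52 in Src(p53-), and 12.36 in HBx,Src(p53-). The values used here are FPKM without read counts, so the depth behind a single gene is unknown and a value of 0 carries no limit. The FPKM of a library summed to between 812158 and 1218152, and between 20342 and 23001 genes were above 0. Of the 35885 entries, 12235 carry a RefSeq transcript name, and 11790 of these names were matched to a gene symbol. The symbols came from a list of gene names of assembly GRCz12tu, used for names only because the reads were aligned to another assembly. Entries of the same gene were summed, which left 35853 genes, of which 11956 have a name. Named genes hold 54.7% of all FPKM. The 33715 genes above 0 in at least 1 library were analysed. Abundant genes can stand at 0 in single libraries. Of the 849 genes with a mean of at least 100 FPKM, 10 are listed at 0 in at least 1 library, as are 159 of the 4755 genes with a mean of at least 10 FPKM. The log2 fold change is the mean of log2(FPKM + 1) in the obesity libraries minus that in the NOR libraries. It was tested with limma, with the 8 groups of genotype and diet in one model and p-values adjusted by the Benjamini-Hochberg method. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so the limma test relies on the spread shared by all 16 libraries. The labels were checked on src, whose transgene the Src(p53-) and HBx,Src(p53-) fish carry. Its log2(FPKM + 1) was higher by 2.08 in the 8 libraries of these fish than in the 8 others (exact two-sided permutation test over 12870 splits, p = 0.000932). The Src(p53-) libraries had 14.2 FPKM or more on NOR, 47.3 on DIO, and 4.9 on FAT. Those of HBx,Src(p53-) had 15.7 and 15 FPKM on NOR, and 3.47 and 4.34 on DIO. The highest library without the transgene, WT on DIO, had 4.24 FPKM, above 1 of the 8 libraries that carry it. The paper does not state whether reads of the transgene align to src, which limits this check.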

We proposed a systemic approach to analyze the whole-genome expression profile (i.e., microarray and NGS) of four types of fish after eight weeks of DIO and FAT (Table S1). We first identified DEGs based on fold change >2, which included upregulated and downregulated genes in the four types of fish between normal and obesity diet (DIO and FAT). 

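With a log2 fold change of at least 1 in size between obesity diet and NOR, and no p-value in the rule, 1675 genes were DEGs in WT fish (968 up, 707 down). There were 1574 in HBx(p53-) fish (683 up, 891 down), 3271 in Src(p53-) fish (825 up, 2446 down), and 3803 in HBx,Src(p53-) fish (1832 up, 1971 down). The balance in WT and HBx(p53-) turned with the diet, each from 1 library. With DIO alone, more DEGs were down than up in WT, and more were up than down in HBx(p53-). With FAT alone, both were the other way round. In Src(p53-), more were down with either diet. The FPKM of both obesity libraries lay outside the range of the NOR libraries, on one side, in 59.7% of the DEGs in WT, 73.7% in HBx(p53-), 85.7% in Src(p53-), and 87.1% in HBx,Src(p53-). A gene not chosen for its difference would do so by chance in 33.3% of cases, and the choice of genes with a 2-fold difference raises the share, so these values are no test. The 4 libraries of a type of fish can also be split into pairs that each hold 1 NOR and 1 obesity library. These other pairings gave 2624 and 2914 genes in WT, 1449 and 2133 in HBx(p53-), 1887 and 1266 in Src(p53-), and 2158 and 1564 in HBx,Src(p53-). Between the libraries of one pair, Pearson's r across genes was 0.85, 0.90, 0.93, and 0.85 for the NOR pairs of the 4 types of fish in this order, and 0.88, 0.91, 0.90, and 0.93 for their obesity pairs. Genes are not independent replicates. The pseudocount moved these numbers most: with 0.1 in place of 1, there were 7161, 6891, 9520, and 9712 DEGs in the 4 types of fish in the same order. The median log2 fold change of the 12317 genes with a mean of at least 1 FPKM was 0.03 in WT, −0.04 in HBx(p53-), −0.34 in Src(p53-), and −0.10 in HBx,Src(p53-). Quantile normalization, which gives all libraries the same distribution, by construction brought it near 0 (−0.03 in Src(p53-)) and evened the DEGs of these fish, at 1348 up and 1311 down. It therefore cannot show whether the excess of downregulated genes comes from the scaling. The limma calls in Src(p53-) after it were 5 up and 14 down. The FPKM of the Src(p53-) libraries summed to 971051 and 1218152 on NOR, 1010139 on DIO, and 833561 on FAT. A scaling to a common sum was not run, so this question stays open. With limma's adjusted p under 0.05, 24 genes were called in WT (8 up, 16 down), 8 in HBx(p53-), all down, 26 in Src(p53-) (4 up, 22 down), and 113 in HBx,Src(p53-) (94 up, 19 down). Of these, 23, 7, 21, and 89 had a mean under 1 FPKM. When the model was fitted anew to genes with a mean of at least 1 FPKM alone, it called 0 (421 genes at an unadjusted p under 0.05), 1, 2, and 21 genes. Of the 21 in HBx,Src(p53-), 12 were up and 9 down, so the large excess of rises was not seen there. Of the genes in which both obesity libraries lay on one side of the NOR libraries, the largest fall with a name in HBx(p53-) was in dscama, by −6.03 on the log2 scale (standard error 0.59, adjusted p = 0.00745 from limma). Its FPKM went from 145 and 91.8 to 1.28 and 0.392. The gene hmgcra fell most in HBx,Src(p53-) among named genes, with a log2 fold change of −5.78 (standard error 1.52, adjusted p = 0.178). The largest named fall in WT was in slc25a33, with −3.30 (adjusted p = 1). The largest rise in Src(p53-) was in an assembled gene without a name, from 0.183 and 0 FPKM to 169 and 50.1, with a log2 fold change of 6.42 (standard error 0.87, adjusted p = 0.0344). Another gene without a name went in HBx,Src(p53-) from 5050 and 879 FPKM to 26.7 and 25.3, with a log2 fold change of −6.29 (standard error 1.09, adjusted p = 0.0456).

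**Figure D1:**
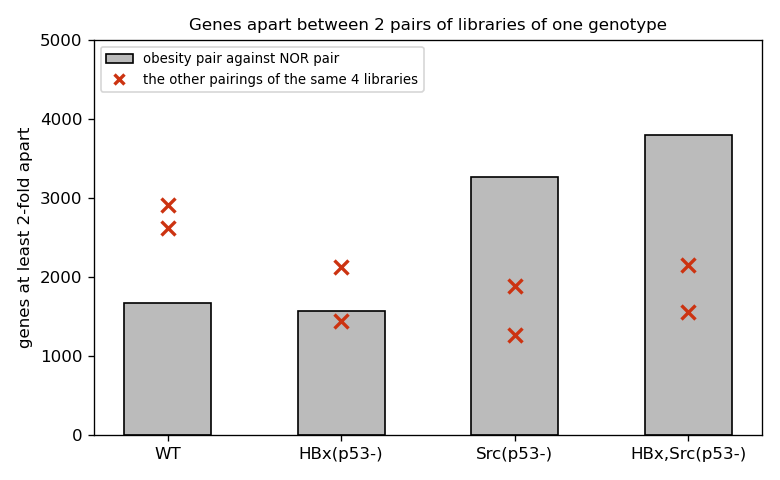
Number of genes at least 2-fold apart between pairs of libraries of one type of fish. Bars give the obesity pair against the NOR pair, and crosses give the other pairings of the same 4 libraries. The bars of 3271 and 3803 genes in Src(p53-) and HBx,Src(p53-) lie above both of their crosses, and the bar of 1675 genes in WT lies below both.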

In microarrays of WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) fish there were 767, 1032, 1557, and 1851 DEGs, respectively, and in NGS of WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) fish there were 527, 500, 1352, and 1498 DEGs, respectively. The upregulated and downregulated genes underwent separate KEGG pathway enrichment analysis using hypergeometric distribution, and pathways with *p*-value < 0.05 were considered significant. Based on these pathway enrichments, we computed six KEGG system enrichments by using meta-z-scores.

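Diet responses of pathways were measured on 13 gene lists written by hand for the KEGG pathways that the paper names, since KEGG's own membership was not used here. The enrichment p-values and meta-z-scores were not recomputed. Each list's value is the median log2 fold change of its matched genes. It was tested against the other genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the 52 pairs of list and genotype. Within genotypes, camera was run at this preset alone, with 2 libraries against 2. Its p-values there can overstate the evidence where genes of a list vary together. Camera called 3 lists in WT fish (1 higher, 2 lower on the obesity diet), 1 in HBx(p53-), lower, 5 in Src(p53-) (1 higher, 4 lower), and 8 in HBx,Src(p53-) (2 higher, 6 lower). The lists hold 445 matched entries. Single genes of them that passed an adjusted p of 0.05 over all genes numbered 0 in WT, HBx(p53-), and Src(p53-), and 1 in HBx,Src(p53-). With p-values adjusted over the list alone, the calls were 0 in WT, 0 in HBx(p53-), 30 in Src(p53-), and 22 in HBx,Src(p53-).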

At the system level, the meta-z-scores of microarray and NGS of the four types of fish are similar and consistently increase from WT, HBx(p53-), and Src(p53-) to HBx,Src(p53-), especially metabolism and genetic information processing (Figure 5A). In these two KEGG systems, the meta-z-scores of Src(p53-) and HBx,Src(p53-) are consistently higher than those of WT and HBx(p53-). These results imply that the pathways and genes of metabolism and genetic information processing have significant effects on hepatocarcinogenesis. 

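The difference between both pairs of fish types was tested directly, as the mean diet effect of Src(p53-) and HBx,Src(p53-) minus the mean diet effect of WT and HBx(p53-). Limma called 12 genes for it (8 higher, 4 lower), and 3177 genes had an unadjusted p under 0.05. With NOR and obesity exchanged within genotypes, 7 of 100 labelings, the real one included, had as many, with a median of 1482.5 and a range from 656 to 4974. Of the 12, 9 were above 0 in at most 4 libraries. The gene with the smallest p that rose was nopchap1, with a difference of 3.59 (standard error 0.35, adjusted p = 0.0115). Its FPKM fell on the obesity diet from 13.7 or more to 6.49 and 7.85 in WT and from 12.9 and 14 to 4.07 and 5.08 in HBx(p53-). It rose from 3.78 and 4.52 to 13.5 and 14.4 in Src(p53-) and from 7.83 and 5.26 to 49.5 and 84.6 in HBx,Src(p53-). With a pseudocount of 0.1, 1 gene was called. A diet effect common to all types of fish, from 8 obesity and 8 NOR libraries with genotype in the model, was called in 0 genes. At an unadjusted p under 0.05 there were 1427 genes, fewer than the 1686 expected if no gene differed. The smallest adjusted p was 0.822, for genes that include ankrd37 with a log2 fold change of 1.82 (standard error 0.34). Of the 13 lists, camera called the difference between the pairs in 7, and the values of each list are given with its pathway. Over all 445 list entries, 0 genes passed for this difference with adjustment over all genes and 16 with p-values adjusted over the list alone.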

Interestingly, the meta-z-score of Src(p53-) (11.48) is higher than that of HBx,Src(p53-) (9.38) in genetic information processing of NGS data. 

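In the lists for genetic information processing, genes with at least a 2-fold change were counted in these 2 types of fish. For ribosome biogenesis, 5 were up and 3 down in Src(p53-), and 23 were up and 0 down in HBx,Src(p53-). For RNA polymerase, 3 were up and 1 was down in Src(p53-), against 12 up and 0 down in HBx,Src(p53-). For protein processing in the endoplasmic reticulum, the counts were 2 up and 14 down in Src(p53-), and 1 up and 22 down in HBx,Src(p53-). For the proteasome, 33 genes were down in Src(p53-) and 7 in HBx,Src(p53-), with 0 up in both. Counts of downregulated genes in Src(p53-) hold the lower median of all genes in these fish. The difference between these 2 types of fish was not tested.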

Based on Euclidean clustering, the omics data of the eight conditions (four genetic factors each for microarray and NGS) were divided into two cluster groups (Figure 5B). 

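How alike the diet responses of the 4 types of fish were in RNA-seq was measured as Pearson's r of their log2 fold changes across the genes with a mean of at least 1 FPKM. It was 0.22 between WT and HBx(p53-) and 0.27 between Src(p53-) and HBx,Src(p53-). Between these pairs it was −0.14 for WT and Src(p53-), −0.06 for WT and HBx,Src(p53-), −0.18 for HBx(p53-) and Src(p53-), and −0.19 for HBx(p53-) and HBx,Src(p53-). Single libraries decide some of these values. Without the WT NOR library 1, r was 0.00 for WT and HBx(p53-) and 0.25 for WT and Src(p53-). Without the WT NOR library 2, the latter was −0.44. Without the HBx,Src(p53-) NOR library 2, r was 0.11 for WT and HBx,Src(p53-). Without the HBx(p53-) NOR library 2, it was −0.06 for HBx(p53-) and HBx,Src(p53-). For HBx(p53-) and Src(p53-), it stayed between −0.17 and −0.13 with each library left out. Between Src(p53-) and HBx,Src(p53-), it stayed between 0.12 and 0.35 with each library left out. The genotypes share no libraries. WT and HBx(p53-) fish shared 379 DEGs, of which 73.1% changed in the same direction, and Src(p53-) and HBx,Src(p53-) fish shared 1118, of which 79.3% did. In the 4 other combinations, the share was between 31.4% and 44.5%.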

The WT and HBx(p53-) omics data of microarray (MIC) and NGS were clustered together, and the MIC and NGS omics data of Src(p53-) and HBx, Src(p53-) fish were clustered together. The results demonstrate that MIC and NGS have consistent biological mechanisms and the clustering result is in agreement with the histopathologic changes of the four genetic models.

To understand which genes and pathways in a system contribute to synergistic mechanisms of hepatocarcinogenesis, we analyzed pathway enrichment (*p*-value) of DEGs derived from eight kinds of omics data (four genetic factors of both MIC and NGS). We then selected 26 significant pathways (*p*-value < 0.05) that were consistent in both MIC and NGS (Figure 5C). According to the z-score profiles of these 26 pathways of four genetic factors, we observed several interesting results. 

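For amino sugar and nucleotide sugar metabolism, 33 of 49 listed genes were matched. Over these genes, the median log2 fold change on the obesity diet was 0.03 in WT (camera adjusted p = 0.721), −0.01 in HBx(p53-) (0.594), −0.45 in Src(p53-) (0.0281), and −0.64 in HBx,Src(p53-) (0.0281). In Src(p53-), this is −0.11 relative to the median of all genes, and after quantile normalization it was −0.10 with an adjusted p of 0.0383. Among the genes in HBx,Src(p53-), 24 were lower and 8 higher, and both DIO libraries lay below both NOR libraries in 16. Without the DIO library 2, the median there was −0.39. In Src(p53-), the median was −0.79 without the NOR library 1. The value in WT rests on single libraries, as it was −0.34 without the FAT library and 0.38 without the DIO library. The difference between the Src-carrying fish and the others was −0.60 (adjusted p = 0.00818 over the 13 lists), and −1.11 with only genes of a mean of at least 1 FPKM (adjusted p = 0.00472). The broad KEGG class of metabolic pathways was not analysed here.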

First, some pathways (e.g., metabolic pathways, and amino sugar and nucleotide sugar metabolism) consistently increased from WT, HBx(p53-), and Src(p53-) to HBx,Src(p53-) fish. These pathways and DEGs play key roles in the normal state, steatosis, hyperplasia, and dysplasia toward HCC, and this result corresponds with H&E stain images and histopathologic change statistics (Figure 3D,H,L,P). The pathways involving central principles (i.e., protein processing in the endoplasmic reticulum, ribosome biogenesis in eukaryotes, and RNA polymerase) have high meta-z-scores in the genetic information processing system. 

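For protein processing in the endoplasmic reticulum, 49 of 90 listed genes were matched. The list's median log2 fold change was −0.17 in WT (camera adjusted p = 0.0408), −0.25 in HBx(p53-) (0.116), −0.69 in Src(p53-) (7.8e-05), and −0.89 in HBx,Src(p53-) (1.73e-05). In Src(p53-), 45 of the 49 genes were lower, and the median relative to all genes was −0.35. In WT, the median was 0.28 without the DIO library and −0.82 without the FAT library. In HBx(p53-), it was 0.11 without the NOR library 1. The difference of Src-carrying fish from the others was −0.63 (adjusted p = 0.0101), and with only genes of a mean of at least 1 FPKM its adjusted p was 0.0866. For RNA polymerase, 24 of 34 genes were matched, with medians of −0.23 in WT (0.063), −0.23 in HBx(p53-) (0.125), −0.14 in Src(p53-) (0.586), and 0.95 in HBx,Src(p53-) (1.83e-05). Of the 24 genes, 20 were higher in HBx,Src(p53-), and the median was 0.45 without the NOR library 2, which was the lower NOR library. Quantile normalization turned the median in Src(p53-) to 0.09. In WT it was 0.12 without the NOR library 2, and in HBx(p53-) it was 0.04 without the FAT library. Between the pairs of fish types, the difference was 0.45 (adjusted p = 8.09e-05). With p-values adjusted over the list alone, 1 gene each passed for protein processing in Src(p53-) and in HBx,Src(p53-), and 1 for RNA polymerase in HBx,Src(p53-), against 0 over all genes. Of the camera calls for the difference between the pairs, none held with a correlation estimated from the data (adjusted p from 0.296 to 0.525 for the called lists). With fry, the call for steroid biosynthesis held (adjusted p = 0.0331), and the other adjusted p-values were 0.277 or higher. The calls within genotypes were tried with neither. From the meta-z-scores of genetic information processing, which were higher in Src(p53-) and HBx,Src(p53-) than in WT and HBx(p53-), the paper proposes that the pathways and genes of this system and of metabolism affect hepatocarcinogenesis.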

Dysregulation of mRNA translation can be considered a cancer hallmark leading to aberrant proliferation. 

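For ribosome biogenesis, 46 of 82 listed genes were matched. The list's median log2 fold change was −0.49 in WT (camera adjusted p = 7.19e-05) and −0.48 in HBx(p53-) (0.000683), with 42 and 43 genes lower. It was 0.11 in Src(p53-) (0.0425), with 26 genes higher, and 1.00 in HBx,Src(p53-) (1.61e-08), with 37 genes higher. Relative to the median of all genes, the value in Src(p53-) was 0.45, but the value itself was −0.27 without the NOR library 1 and 0.53 without the NOR library 2. The FAT library decided most of the fall in WT and HBx(p53-), where the median was −0.03 and −0.11 without it, and −0.85 and −0.80 without the DIO library. The NOR libraries of HBx,Src(p53-) lay far apart, with a mean log2(FPKM + 1) of 4.51 and 2.91 over the list, against 4.87 and 4.73 on DIO. Without the second NOR library, the median was 0.20, and without the first it was 1.97. Between the pairs of fish types, the difference was 1.21 (adjusted p = 1.13e-11). Over all genes, 0 genes of the list passed in HBx,Src(p53-) and 5 passed with p-values adjusted over the list alone. The gene nop56 had a log2 fold change of −0.59 in WT, −0.43 in HBx(p53-), 0.83 in Src(p53-), and 1.39 in HBx,Src(p53-) (standard error 0.76). For dkc1 the values were −1.31, −0.78, 1.81, and 2.18 (standard error 1.29), and for emg1 they were −1.28, −1.06, −0.76, and 2.26 (standard error 0.63). None of these passed limma's adjusted p of 0.05, with 0.548, 0.592, and 0.21 in HBx,Src(p53-) for nop56, dkc1, and emg1. The FPKM of emg1 rose in HBx,Src(p53-) from 26.2 and 9.18 to 83 and 74.8. For dkc1 the NOR libraries had 525 and 19.4 FPKM and the DIO libraries 610 and 359, so that they overlap.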

In the pathway of ribosome biogenesis, we found most of the genes (e.g., *nop56*, *dkc1*, and *emg1*) were downregulated and nonsignificant in WT and HBx(p53-), but upregulated in HBx, Src(p53-) (Supplementary Figure S5).

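For pyrimidine metabolism, 25 of 44 listed genes were matched. Over these genes, the median log2 fold change on the obesity diet was −0.03 in WT (camera adjusted p = 0.545), −0.06 in HBx(p53-) (0.181), 0.00 in Src(p53-) (0.172), and 0.25 in HBx,Src(p53-) (0.116). It was 0.34 in Src(p53-) relative to all genes, and −0.01 in HBx,Src(p53-) without the NOR library 2. In Src(p53-) it was −0.09 and 0.22 without the NOR libraries 1 and 2, and in HBx(p53-) it was −0.32 without the DIO library. The difference between Src-carrying fish and the others was 0.10 (adjusted p = 0.0206), and 0.34 with only genes of a mean of at least 1 FPKM (adjusted p = 0.0256). For fatty acid metabolism, 34 of 60 genes were matched, with medians of 0.30 in WT (0.0432), 0.02 in HBx(p53-) (0.791), −0.06 in Src(p53-) (0.721), and −0.33 in HBx,Src(p53-) (0.0408). The WT value was −0.05 without the FAT library. Relative to all genes, the value in Src(p53-) was 0.28, and it was 0.15 after quantile normalization. The HBx(p53-) value was −0.32 without the NOR library 1, and the HBx,Src(p53-) value was −0.62 without the NOR library 1 and −0.20 without the NOR library 2. The difference of Src-carrying fish from the others was −0.35 (adjusted p = 0.0621), and its adjusted p was 0.0487 with a pseudocount of 0.1 and 0.0416 after quantile normalization. For steroid biosynthesis, 8 of 14 genes were matched. The median was 0.58 in WT (0.172), 0.33 in HBx(p53-) (0.32), −1.75 in Src(p53-) (0.00154), and −4.22 in HBx,Src(p53-) (9.31e-11). All 8 genes were lower in both Src-carrying types of fish. Both obesity libraries lay below both NOR libraries in 7 of the 8 genes in each of them. The values in WT and HBx(p53-) rested on the FAT library, without which they were −0.53 and −0.04. The difference between the pairs was −3.85 (adjusted p = 9.04e-09). Over all genes, 1 gene passed in HBx,Src(p53-), and 7 passed with p-values adjusted over the list alone. That gene, sqlea, had a log2 fold change of −5.63 (standard error 0.91, adjusted p = 0.0324), with 110 and 22.8 FPKM on NOR and 0 and 0.076 on DIO. With a pseudocount of 0.1, its adjusted p was 0.0869.

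**Figure D2:**
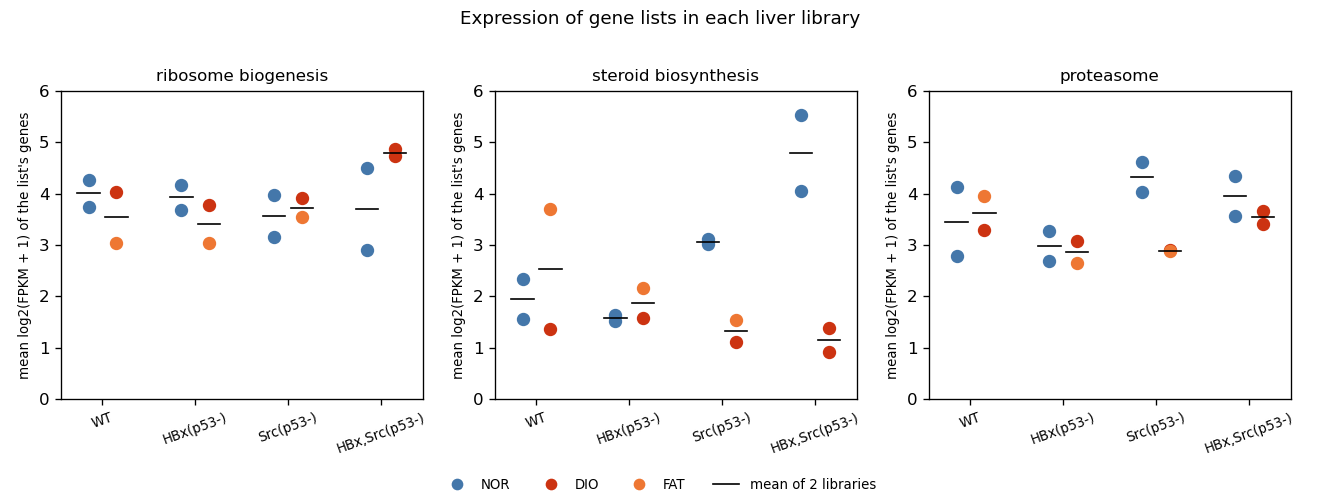
Mean log2(FPKM + 1) over the genes of the lists for ribosome biogenesis, steroid biosynthesis, and the proteasome, with 1 point per library, colored by diet, and a line at the mean of 2 libraries. In steroid biosynthesis, the Src-carrying fish lie between 3.03 and 5.54 on NOR and between 0.92 and 1.55 on the obesity diet.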

Second, some pathways (e.g., pyrimidine metabolism, fatty acid metabolism, and steroid biosynthesis) consistently decreased in WT and HBx(p53-) fish and increased in Src(p53-) and HBx,Src(p53-) fish. Overexpression of HBx and mutation of p53 in WT fish led to slight hyperplasia, which caused the proliferation of normal cells and increased the cell numbers in the liver, but these pathways were inactivated in normal or slight hyperplasia state. Conversely, they activated serious hyperplasia and HCC state. The pyrimidine metabolism pathway contributed to form cancer mechanisms [37,38,39].

Furthermore, several pathways (e.g., glycolysis/gluconeogenesis, insulin signaling pathway, and insulin resistance) increased in WT and HBx(p53-) fish and decreased in Src(p53-) and HBx, Src(p53-) fish. 

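For glycolysis and gluconeogenesis, 40 of 66 listed genes were matched. The list's median log2 fold change was 0.18 in WT (camera adjusted p = 0.147), −0.07 in HBx(p53-) (0.116), −0.24 in Src(p53-) (0.482), and −0.27 in HBx,Src(p53-) (0.098). In Src(p53-), it was 0.10 relative to the median of all genes. It was −0.03 in WT without the FAT library, and −0.56 in HBx(p53-) and −0.69 in Src(p53-) without their NOR library 1. In HBx,Src(p53-) it was −0.10 without the NOR library 1. After quantile normalization, the list was called in HBx,Src(p53-), at −0.21 with an adjusted p of 0.0257. For insulin signaling and insulin resistance, taken as 1 list, 52 of 115 genes were matched. The medians were 0.05 in WT (0.561), −0.08 in HBx(p53-) (0.658), −0.06 in Src(p53-) (0.312), and −0.18 in HBx,Src(p53-) (0.0862). Quantile normalization turned the WT value to −0.01 and the Src(p53-) value to 0.21. Without the NOR library 2, the Src(p53-) value was 0.16. Of the 52 genes, 35 were lower in HBx,Src(p53-), and the median was −0.49 without the NOR library 2 and −0.01 without the NOR library 1. The difference between the pairs of fish types was −0.26 for glycolysis and gluconeogenesis (adjusted p = 0.226) and −0.09 for the insulin list (adjusted p = 0.49). With only genes of a mean of at least 1 FPKM, these were −0.63 (adjusted p = 0.5) and −0.25 (adjusted p = 0.555). For this difference, 0 genes of either list passed over all genes, and 1 of the insulin list passed with p-values adjusted over the list alone (0.0243). Within each type of fish, 0 genes of either list passed by either adjustment. At an unadjusted p under 0.05, 4 genes of glycolysis and gluconeogenesis and 7 of the insulin list were found in HBx,Src(p53-).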

Diabetes-related pathways were highly activated in WT fish with obesity diet, but inactivated in HBx, Src(p53-) fish. Many previous reports demonstrated that insulin resistance is a risk factor for cancer because it is a major component of metabolic syndrome, but the effect might decrease with the formation of HCC compared to WT with obesity diet [40]. 

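Among the insulin resistance genes of the RNA-seq data, insrb, a gene for the insulin receptor, rose by 1.68 on the log2 scale in WT, from 14.2 and 2.84 FPKM to 25.8 and 21.3, and by 1.03 in Src(p53-), from 15.2 and 15.3 FPKM to 36.7 and 28. The limma adjusted p was 1 and 0.666. The transcription factor gene foxo1a rose by 3.68 in Src(p53-), from 0.761 and 1.35 FPKM to 22.2 and 28.5 (adjusted p = 0.302). It also rose in HBx,Src(p53-), by 2.96, from 4.27 and 3.81 FPKM to 28.4 and 50.9 (adjusted p = 0.253). The standard deviation within the NOR and obesity pairs was 1.00 for insrb in WT and 0.19 in Src(p53-). It was 0.27 and 0.42 for foxo1a in Src(p53-) and HBx,Src(p53-). In WT and Src(p53-) the obesity pair is 1 DIO and 1 FAT library, so this spread includes the difference between these diets. The gene for insulin, ins, was at 0 in both NOR libraries of HBx,Src(p53-) and had 3.55 and 0 FPKM on DIO.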

The involved DEGs in insulin resistance pathway are listed in Tables S2 and S3.

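For toll-like receptor signaling, 37 of 81 listed genes were matched. Their median log2 fold change on the obesity diet was 0.14 in WT (camera adjusted p = 0.116), 0.00 in HBx(p53-) (0.962), −0.02 in Src(p53-) (0.76), and 0.01 in HBx,Src(p53-) (0.916). In WT, 25 of the 37 genes were higher, and the median was 0.00 without the FAT library. In HBx,Src(p53-), it was −0.09 without the DIO library 2. In Src(p53-), the value was 0.32 relative to the median of all genes and 0.06 after quantile normalization. For p53 signaling, 43 of 70 genes were matched, with medians of −0.07 in WT (0.354), −0.13 in HBx(p53-) (0.461), −0.06 in Src(p53-) (0.33), and 0.05 in HBx,Src(p53-) (0.238). Quantile normalization turned the Src(p53-) value to 0.04. In HBx,Src(p53-) it was −0.03 without the NOR library 2, and in HBx(p53-) 0.00 without the NOR library 2. The difference between the pairs of fish types was −0.05 for toll-like receptor signaling (adjusted p = 0.49). It was 0.00 for p53 signaling (adjusted p = 0.0588), with 23 of the 43 genes higher, so a median at 0 decides nothing here.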

Finally, some pathways (e.g., toll-like receptor (TLR) and p53 signaling pathways) consistently decreased in WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) fish. In general, the p53 mutation in HBx(p53-), Src(p53-), and HBx, Src(p53-) fish inactivated the p53 signaling pathway. Interestingly, the trend of TLR inflammation was decreased in hepatocarcinogenesis in the zebrafish model. These results show that global omics data analysis can reveal synergistic mechanisms of hepatocarcinogenesis based on our method and omics data of zebrafish models with four genetic backgrounds.

### 2.8. Similarity Estimation among Genes, Pathways, and System Levels of Global Omics Data Analysis

To achieve a quantifiable outcome of similarity between microarray and NGS data in the four types of fish, we used the Jaccard coefficient to estimate the similarities of gene, pathway, and system levels. The Jaccard similarity index is defined as (1):

(1) $$\mathrm{Jaccard}=\frac{S_{i}\cap S_{j}}{S_{i}\cup S_{j}}$$

where *S_i_* and *S_j_* are gene sets of the DEGs, significant pathways, or significant systems selected from microarray *i* and NGS *j* in a type of fish; *S_i_* ∩ *S_j_* and *S_i_* ∪ *S_j_* denote the intersection and union of DEGs, pathways, or systems between *S_i_* and *S_j_*, respectively. The Jaccard index of system level has the highest median (0.58); conversely, the Jaccard index of gene level has the lowest median (0.14) (Supplementary Figure S6). This result implies that the genes selected from the microarray and NGS may be different, but they could participate in the same pathways or systems. Our method can eliminate the obstacles of different platforms (e.g., microarray and NGS) in omics data to identify the biological meanings reflecting hepatocarcinogenesis using different genetic risk factors and diets.

### 2.9. Identifying Potential Genes by Global Omics Data Analysis

To identify potential genes contributing to obesity, NASH, and HCC, we further developed maximum combined score (MCS) and average root combined score (ARCS) based on system-, subsystem-, pathway-, and gene- level global omics data analysis. We then evaluated the performance of these two scoring methods by 1960 (obesity) and 3592 (HCC) genes with gene–disease association score >0 as gold positive sets from the DisGeNET database [41]. Because the positive genes of DisGeNET are human, finally 828 (obesity) and 1400 (HCC) human genes were mapped into the zebrafish genes according to orthologues recorded in the KEGG database. Furthermore, we utilized precision to evaluate the performance of the three scoring systems, MCS, ARCS, and fold change. The results show that MCS and ARCS performed better than fold change for obesity and HCC (Figure 5). MCS and ARCS achieved similar performance for obesity (Figure 6A), and MCS showed the best performance among these methods for HCC (Figure 6B). Among these scoring methods, fold change was the worst for obesity and HCC genes. We show the top ranked 20 genes of MCS and the corresponding ranks of ARCS and FC in obesity and HCC, respectively. Among these 20 genes, 8 genes (e.g., *gck*, *scd*, and *pik3ca*) are related to obesity recorded in DisGeNET (Table S4). Conversely, 7 and 5 genes are recorded in DisGeNET for the top ranked 20 genes from ARCS and FC, respectively. For the top ranked 20 genes of MCS, 11 genes (e.g., *sqlea*, *hmgcra*, and *mvda*) are related to HCC (Table S5). In contrast to the MCS, 7 of the top ranked 20 genes from both ARCS and FC are recorded in DisGeNET.

There were 14 genes that were top scoring from microarray. These genes might be potential drug targets for the treatment of NASH, NAFLD, obesity and HCC. We further validate the mRNA expression levels using qPCR. We compared microarray data (Figure 7A–E) with qPCR (Figure 7F–J) on 5 of the top 14 genes from WT and different genetic background fish fed normal and obesity diets (Figure 7A–E).

We found that the mRNA expression levels of stearoyl-CoA desaturase (*scd*), which converts palmitic acid to monounsaturated fatty acids (Figure 7L), was increased not only in WT after overfeeding or high-fat diet, but also in HBx(p53-)-NOR and FAT and Src(p53-)-NOR and FAT fish (Figure 7F). Hepatic SCD has been associated with fatty liver, obesity, and metabolic diseases [42]; here we found mRNA level of *scd* was upregulated by over feeding and high-fat diet in WT, HBx(p53-) and Src(p53-) fish, which might indicates high hepatic *scd* plays a direct role in the development of fatty liver and development of metabolic disorders.

The mRNA expression levels of hepatic glucokinase (*gck*), which catalyzes the initial step of glucose utilization by liver, was increased in WT after overfeeding or high-fat diet, as well as in Src(p53-)-NOR and DIO fish (Figure 7G). This result is consistent with humans where the mRNA expression levels of GCK are associated with fatty liver and triglyceride contents [43]. Increased glucose uptake will facilitate formation of acetyl-CoA which then can be converted into lipid droplets by scd (Figure 7L).

The mRNA expression of acyl-Coenzyme a:cholesterol acyltransferase 2 (*acat2*), which converts acetyl-CoA to acetoacetyl-CoA and finally produce cholesterol, had increased expression in WT fed a high-fat diet, as well as in Src(p53-), Src(p53-)-DIO and HBx,Src(p53-) fish (Figure 7H). The direct role of ACAT2 linked to hepatic steatosis and glucose homeostasis was also proved in the mouse model [44].

The mRNA expression of phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha (*pik3ca*), which is involved in PI3K signaling, was increased in WT fish fed a high-fat diet as well as overfed Src(p53-) fish (Figure 7I). PI3K/AKT signal increase de novo lipogenesis [45], and PIK3CA participated in the progression of NAFLD to NASH [46]. Activation of PI3K/Akt pathway is highly correlated with the development of liver fibrosis [47], this might explain why the upregulation of *pik3ca* was not in most of the fish with steatosis.

The expression of aldehyde dehydrogenase 7 family member A1 (*aldh7a1*), which participates in glucose, lipid, and amino acid metabolism, had increased expression in overfed and high-fat-diet-fed WT fish (Figure 7J). The upregulation of mRNA expression for the critical genes identified by microarray correlated to the steatosis during early hepatocarcinogenesis revealed by the histopathological diagnosis. Our global omics data analysis identified genes are connected to glucose and lipid metabolism also participating in NASH from the WT fish diet-induced obesity model (Figure 7L), and those genes might be potential drug targets for prevention of NASH, obesity and HCC. Our method discovered the potential genes in HBx(p53-) and Src(p53-) diet-induced obesity, which might represent the transition stages from NASH to early HCC (Tables S6 and S7), as well as the genes for HCC from overfed HBx,Src(p53) fish (Table S8).

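For the genes of Tables S6, S7, and S8 and of Table S3, the log2 fold changes computed here from RNA-seq were within 0.05 of the paper's for all 141 of the 150 entries that were matched to a gene. They are therefore the same measurement and not independent evidence. Of the 141, 54 were higher and 87 lower on the obesity diet, and in 85.8% both obesity libraries lay on one side of both NOR libraries, where chance gives 33.3% for any gene. The genes had been chosen for their fold change in part, which raises this share. At an adjusted p of 0.05 over all genes, limma called 3 of the 141. From its scores, the paper proposes that genes in obese HBx(p53-) and Src(p53-) fish represent the transition from NASH to early HCC, and those in overfed HBx,Src(p53-) fish HCC.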

## 3. Discussion

Understanding the mechanisms of the transition from obesity/NASH to HCC is important for developing biomarkers and therapeutic strategies. We combined the phenotype data of one to three genetic risk factors with three diet types and cross-platform gene expression data to investigate the disease process and identify biomarkers or druggable genes using global omics data analysis and maximum combined score (MCS).

From our previous study, HBx(p53-) transgenic fish developed HCC at 11 months under a normal diet [6]. In this study, we fed the zebrafish for different diets at 3 months old for two months, and the sacrificed at the age of 5 months. We observed about 40% hyperplasia and no HCC, which is similar to what was found previously. Previously we found Src(p53-) transgenic fish developed HCC from 7 to 11 months, and only have hyperplasia at 5 months [6]. In this study, we also found Src(p53-) transgenic fish developed hyperplasia at 5 months of age, which is similar to previous study.

We have compared all HCCs from different genetic backgrounds and various diets to see how genetics influence HCC biology (Figure 4). Actually, the extensive diet treatment for 16 weeks for WT, HBx(p53-) and Src(p53-) promoted HCC formation; however, the HBx,Src(p53-) diet-induced obesity for 16 weeks reduced the HCC formation, which may due to the self-healing of zebrafish reported from various transgenic fish lines from our lab and others [6,32,33,48,49]. When we compared the HCC biology from different models, we saw the HBx, Src(p53-) diet-induced obesity for 8 weeks exhibited the most intensive HCC characteristics with more hepatocytes developed HCC. The HCCs developed from the extensive high-fat diet were also combined with steatosis.

We found that a high-fat diet and overfeeding can induce obesity and steatosis in wild-type fish by increasing the expression of genes involved in fat synthesis, and the change was more significant when there were no genetic risk factors. In the presence of two genetic risk factors, HBx(p53-) and Src(p53-), with a normal diet, hepatocytes underwent hyperplasia, and increased hyperplasia was only observed with prolonged feeding. Overfeeding- or high-fat-diet-induced overexpression of lipogenic factors and enzymes also increased steatosis measured by H&E stain. However, hyperplasia was already obvious with the normal diet, and the DIO diet can increase hyperplasia a little in HBx(p53-) fish.

In the HBx,Src(p53-) fish overfed for eight weeks, we observed that hyperplasia increased about threefold (from 21% in the normal diet to 62% in DIO), and HCC increased about threefold (from 7% in the normal diet to 23% in DIO). In HBx,Src(p53-) triple transgenic zebrafish, diet-induced obesity did not increase steatosis but accelerated HCC formation at five months of age, and the tripling enhanced the chances of getting HCC. In the global omics data analysis, we quantified the six KEGG systems to more comprehensively investigate the behaviors of the four types of fish between control and obesity groups regarding traditional pathways or genes. Our method initially offers direct clues for disease states or treatments. In addition, the pathway and gene-level showed details involving pathway activation/inactivation and gene upregulation/downregulation. Furthermore, if all three genetic risk factors were present HBx, Src(p53-) fish underwent earlier onset of liver cancer formation and threefold increased liver cancer incidence after eight weeks of overfeeding.

The progression from NAFLD to NASH in humans was originally proposed as a “two-hit hypothesis” [50], in which insulin resistance mediated increase of free fatty acids due to enhanced lipolysis was the first hit that leads to steatosis. The increased level of fatty acid oxidation enhancing oxidative stress was the second hit that triggers lipid peroxidation, inflammation, fibrosis, and carcinogenesis. Because the two-hit hypothesis is insufficient to explain the complicated mechanisms in NAFLD/NASH-HCC, the “multiparallel-hits hypothesis” was proposed [51], and has been recognized as the mechanism of NASH-HCC in humans [52], in which hepatic inflammation was the first cause, and numerous conditions (including genetic variations, abnormal lipid metabolism, oxidative and/or endoplasmic reticulum stress (ER stress), mitochondrial dysfunction, altered immune responses, and imbalance in gut microbiota) act in parallel.

In the molecular levels, complex changes in signaling pathways due to genetic and epigenetic changes mediate metabolism dysregulation and cell proliferation [53]. The pro-inflammatory cytokines IL-6 activates IAK/STAT3, phosphatidylinositol 3-kinases (PI3K)/AKT/mTOR, mitogen-activate protein kinase (MAPK) pathway, and TGF-*β* and Wnt/*β*-catenin that regulate proliferation and energy metabolism in the cell were reported.

The combination of endoplasmic reticulum stress and a high-fat diet (HFD) can lead to HCC through a number of underlying mechanisms. HFD can produce moderate ER stress, which increases lipogenesis and hepatic steatosis, while they increase reactive oxygen species (ROS) and oxidative stress and subsequently cause genomic instability, leading to the death of hepatic cells and the release of inflammatory factors that stimulate hepatocyte proliferation leading to HCC [52].

Using a mouse model fed with high-fat-non-cholesterol versus high-fat-high-cholesterol, scientists have found high-cholesterol promotes NASH development. Upregulation of the metabolic genes (*ALDH18A1*, *CAD*, *CHKA*, *POLD4*, *PSPH*, and *SQLE*) and aberrant expression of cancer-related genes (*ALCAM*, *ITGA6*, *DDIT3*, *MAP3K6*, and *PAK1*) were found in mouse fed with high-fat-high-cholesterol similar to human NASH-HCCs [54]. Another female mice model fed with Western diet (WD)-induced NASH increased the expression of genes, including steatosis (SFA, MUFA, MUFA-containing di- and triacylglycerol), inflammation (*TNFα*), oxidative stress (*Ncf2*), and fibrosis (*Col1A*) via lipidomics and transcriptomic approach [55]. Our results revealed that pathways of fatty acid metabolism and steroid biosynthesis are activated during hepatocarcinogenesis which is consistent with previous results. 

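For terpenoid backbone biosynthesis, which supplies steroid biosynthesis, 11 of 16 listed genes were matched. Their median log2 fold change was −0.10 in WT (camera adjusted p = 0.0729), −0.07 in HBx(p53-) (0.909), −1.25 in Src(p53-) (0.063), and −0.41 in HBx,Src(p53-) (0.0019). Without the NOR library 1 of WT, its value was −0.71, and without the NOR library 2 it was 0.29. In HBx(p53-) it was 0.33 without the FAT library, and in Src(p53-) −0.75 without the DIO library. In each Src-carrying type of fish, 10 of the 11 genes were lower. The HBx,Src(p53-) value was −1.03 without the DIO library 1 and −0.18 without the DIO library 2. The difference between the pairs was −1.03 (adjusted p = 0.0517), with adjusted p of 0.0487 at a pseudocount of 0.1 and 0.0416 after quantile normalization. With p-values adjusted over the list alone, 3 genes passed in Src(p53-) and 4 in HBx,Src(p53-), and 0 passed over all genes. The stearoyl-CoA desaturase gene scd had a log2 fold change of 5.23 in WT, 2.03 in HBx(p53-), −4.17 in Src(p53-), and −2.34 in HBx,Src(p53-) (standard error 2.54). Its limma adjusted p was 0.664 or higher, and its WT NOR libraries had 1.57 and 728 FPKM. The steroid biosynthesis genes fdft1, msmo1, and ebp fell in HBx,Src(p53-), with log2 fold changes of −4.85, −4.31, and −4.45. The adjusted p of fdft1 was 0.0564, and it was 0.0459 after quantile normalization. The adjusted p of msmo1 was 0.136, and that of ebp was 0.171.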

In our results, we also found glycolysis/gluconeogenesis, insulin signaling pathways, and insulin resistance pathways were increased in WT and HBx(p53-) DIO fish. 

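The DIO libraries of WT and HBx(p53-) fish, 1 each, were set beside their NOR libraries, on the mean log2(FPKM + 1) of a list. For glycolysis and gluconeogenesis, the WT DIO library had 4.55, between the NOR libraries at 4.18 and 4.71, and the HBx(p53-) DIO library had 4.46, between 4.07 and 4.83. For insulin signaling and insulin resistance, the WT DIO library had 2.86, above the NOR libraries at 2.73 and 2.75, and the HBx(p53-) DIO library had 2.76, between 2.65 and 2.93. With a single DIO library in each type of fish, these values have no replicate and were not tested.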

Our results also indicated that ribosome biogenesis is activated during hepatocarcinogenesis, which has not been mentioned in previous studies. Moreover, we found that genes related to glucose and lipid metabolism are overexpressed in WT diet-induced obesity, revealing glucose uptake from overfeeding will link to lipogenesis. This finding is novel and might explain the molecular mechanisms for overfeeding causing NASH.

Based on 26 significantly consistent pathways (*p*-value < 0.05) in both MIC and NGS (Figure 5C), some of which are related to immune responses in four genetic background zebrafish, we summarize the observations as follows: First, toll-like receptor signaling pathway, playing key roles in the immune system, consistently decreased in WT, HBx(p53-), Src(p53-), and HBx, Src(p53-) fish. We found the gene expressions of *tlr5a* and *tlr5b* were up-regulated in WT, and gene *nfkbiaa* was up-regulated in both WT and HBx(p53-). These genes are highly related to the immune response. In addition, several pathways (e.g., NOD-like receptor signaling pathway and RIG-I-like receptor signaling pathway), which belong to the immune system based on the KEGG database, have similar trends in omics data. 

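The gene nfkbiaa had a log2 fold change of 0.83 in WT and 0.42 in HBx(p53-) (standard error 0.51, limma adjusted p = 1 for both). Its FPKM in WT was 0.878 and 0.451 on NOR, 3.03 on DIO, and 1.13 on FAT. In HBx(p53-) it was 1.12 and 0.975 on NOR, 0.783 on DIO, and 3.2 on FAT, so the rise there rests on the FAT library. In Src(p53-) the log2 fold change was 0.42, and in HBx,Src(p53-) it was −0.09. The names tlr5a and tlr5b were not matched to any entry, so these genes were not analysed here.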

Second, insulin signaling and insulin resistance pathways were considered to participate in the regulation of islet endocrine influenced by the immune system [56,57]. They increased in WT and HBx(p53-) fish and decreased in Src(p53-) and HBx,Src(p53-) fish. 

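Among genes of these pathways, irs2a, which encodes an insulin receptor substrate, fell by 2.60 on the log2 scale in HBx(p53-), from 25.8 and 18.6 FPKM to 2.65 and 2.93 (limma adjusted p = 0.995). In Src(p53-) it rose by 1.69, from 5.11 and 5.2 FPKM to 15.8 and 22.5 (adjusted p = 0.682). The kinase gene pik3cg had a log2 fold change of 1.50 in WT, where the libraries overlap (2.01 and 17.2 FPKM on NOR, 13 and 30.2 on the obesity diet). In Src(p53-) it fell by 1.88, from 41 and 47.5 FPKM to 11.3 and 11.2 (adjusted p = 0.562). The glucose-6-phosphatase gene listed as g6pca.2 fell by 3.05 in HBx(p53-) and by 2.66 in HBx,Src(p53-), and rose by 2.19 in Src(p53-).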

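For the proteasome, 43 of 49 listed genes were matched. Their median log2 fold change on the obesity diet was 0.17 in WT (camera adjusted p = 0.246), −0.06 in HBx(p53-) (0.473), −1.42 in Src(p53-) (3.75e-19), and −0.37 in HBx,Src(p53-) (0.0262). In Src(p53-), all 43 genes were lower, 40 of them with both obesity libraries below both NOR libraries. Relative to the median of all genes the value was −1.08, and after quantile normalization it was −1.08 as well. Of the 43 genes, 33 were lower in HBx,Src(p53-), and the median was −0.69 without the NOR library 1 and 0.04 without the NOR library 2. In WT, it was −0.44 without the NOR library 1 and 0.88 without the NOR library 2, and in HBx(p53-) it was −0.44 and 0.19 without the NOR libraries 1 and 2. The difference between Src-carrying fish and the others was −0.99 (adjusted p = 1.23e-08), and it was −0.50 without the WT NOR library 1. Over all genes, 0 genes of the list passed in Src(p53-) and 26 passed with p-values adjusted over the list alone.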

Third, the pathway of proteasome consistently decreased in WT and HBx(p53-) fish and increased in Src(p53-) and HBx,Src(p53-) fish. It regulates the immune system by degrading immune and inflammatory mediators [58]. Interestingly, the trend of the proteasome is opposite to the trend of the toll-like receptor signaling pathway. 

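From the list for fatty acid metabolism, the matched acyl-CoA dehydrogenase, enoyl-CoA hydratase, enoyl-CoA isomerase, and hydroxyacyl-CoA dehydrogenase genes of fatty acid degradation, with all subunits of the trifunctional protein, were taken by their function, after their values had been seen. The log2 fold changes are given in the order WT, HBx(p53-), Src(p53-), then the fish with both transgenes. They were 0.59, −0.21, −0.38, and −0.03 for acadl, 0.85, −0.28, −0.06, and 0.77 for acadm, 0.12, 0.40, 1.13, and −1.31 for acads, and 0.80, 0.78, 0.97, and −0.38 for acadvl. For echs1 they were 0.32, −0.42, −0.23, and 0.80, for eci1 0.25, −0.10, −0.14, and −0.42, and for ehhadh −0.41, −0.81, 0.30, and −0.78. The values were 0.42, 0.07, 0.48, and −1.90 for hadh, −0.01, 0.40, 0.81, and −1.36 for hadhaa, 0.31, 0.00, −0.69, and −1.22 for hadhab, and 0.52, −0.09, 0.38, and 0.18 for hadhb. No gene of this list passed limma's adjusted p of 0.05 over all genes in any type of fish. Of the list, 10 genes in HBx,Src(p53-) had an unadjusted p under 0.05, and 2 passed with p-values adjusted over the list alone.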

Finally, the metabolic pathways (e.g., fatty acid degradation) consistently increased from WT, HBx(p53-), and Src(p53-) to HBx,Src(p53-) fish. Immune responses could be potentially modified by fatty acids, and the modifications include the organization of lipids in the cells and interaction with nuclear receptors [59]. These results imply that the immune system plays a key role in diet-induced obesity and accelerating hepatocarcinogenesis in zebrafish.

Our method has several limitations, challenges, and perspectives. First, MCS may prefer well-studied genes, since only genes recorded in the KEGG database were considered in this study. Second, the scores of the pathway (z-scores) and system (meta-z-scores) represent enrichment computed by significant up- and downregulated genes. Therefore, a high z-score may be caused by downregulated genes. For example, most DEGs in the steroid biosynthesis pathway in hepatocarcinogenesis (i.e., from WT to HBx,Src(p53-)) are downregulated (Supplementary Figure S7).

## 4. Materials and Methods

### 4.1. Zebrafish Maintenance and Transgenic Zebrafish Lines

The AB zebrafish strain (Danio rerio), Tg(fabp10a:Src(p53-)), Tg(fabp10a:HBx(p53-)), and Tg(fabp10a:HBx,Src(p53-)) were used in this study. The AB strain was obtained from the Zebrafish International Resource Center (ZIRC, Eugene, OR, USA), and the other transgenic lines were bred in our laboratory. All fish were maintained in the Zebrafish Core Facility at the National Health Research Institute (NHRI) in Taiwan. All experiments involving zebrafish were approved by the Institution Animal Care and Use Committee (IACUC) of the NHRI (protocol No. NHRI-IACUC-106119-A). The embryos were cultured in the laboratory and raised at 28 °C as described previously [60].

Four types of fish, 3 months old, were treated with 3 feeding methods: normal diet, overfeeding, or high-fat diet. After 8 weeks of feeding, fish were weighed, and liver tissue from about 20 fish was collected. The weight changes of each group were measured and recorded weekly. One-third of the collected liver tissue was taken for RNA extraction, and the resulting mRNA was reverse transcribed into cDNA and subjected to qPCR and analyzed for expression of marker genes for lipogenic factors, lipogenic enzymes, and cell cycle/proliferation. One-third of the liver tissue was taken for paraffin embedding and sectioning, and H&E staining was performed. The stained sections were photographed and the pathological features of liver tissue were analyzed.

### 4.2. Feeding Method

Wild-type zebrafish overfed with 12 times the amount of *Artemia* than those fed with 5 mg dry weight/day/fish for 8 weeks became obese and had increased expression of pathophysiological pathways similar to mammalian obesity [36]. We followed the diet-induced-obesity method and fed wild-type, HBx(p53-), Src(p53-), and HBx, Src(p53-) fish with 12 times the amount of Artemia or a high-fat diet for 8 weeks. All groups were fed a spoonful of powdered feed (about 0.22 g) at 09:00 every day. Newly hatched brine shrimp were collected into a 50 ml centrifuge tube and placed in a dark room to settle to the bottom. The volume of the brine shrimp was concentrated to 10 mL, and the supernatant was aspirated for a total volume of 48.5 mL, shaken well before feeding. The normal feeding group (NOR) were fed 0.5 mL of *Artemia* once a day. The DIO groups received 2 mL of *Artemia* three times a day. The high-fat-feed group (FAT) were fed with 0.5 mL of *Artemia* once a day, and one spoonful of high-fat fish food (about 0.22 g) three times daily. The feeding schedule is listed in Table 1.

### 4.3. Body Weight Measurement and Liver Specimen Collection

Weekly body weights were measured for 8 weeks and recorded as continuous changes in body weight. To do this, we took the fish from the tank and anesthetized them with 1X anesthetic solution (10 mg Tricaine powder, 48 mL ddH2O, 2 mL Tris (1 M, pH 9.5), neutralized to pH 7.0–7.5), picked up all the fish and drained them with paper towels, then put them into a 200 mL beaker on an electronic scale and recorded the total weight. Then we put the fish back into the tank, filled with clean water, for them to recover and be returned to the original fish tank.

Endpoint body weights were measured after 8 weeks of feeding. We immersed the fish from which liver specimens would be collected into the anesthetic. After they were anesthetized, we drained the fish with paper towels, then put them into a 200 mL beaker on an electronic scale and recorded the total weight. After reading the numbers, we placed them in a Petri dish and started collecting the liver samples by cutting the fish belly with dissecting scissors, removing the liver, removing other internal organs, and dividing the liver into 3 equal parts. One-third of the liver was placed in a microcentrifuge tube for RNA extraction, and beads for homogenization (0.5 mm) were added. For histopathological analysis, one-third of the liver was placed in a microcentrifuge tube to which 10% formalin had been added, and then paraffin-embedded and sectioned by the NHRI pathological core laboratory. For protein analysis, one-third of the liver was placed in a microcentrifuge tube containing a protein extracting reagent and homogenized beads (0.5 mm). After all the fish were processed, the liver specimens were put in liquid nitrogen and stored at −80 °C.

### 4.4. RNA Analysis of Gene Expression

Liver tissue was ground in a homogenizer and RNA was extracted using the RNAspin Mini RNA Isolation Kit (GE Healthcare). Reverse transcription PCR (RT-PCR) was performed using a High-Capacity RNA-to-cDNA™ Kit (Life Technologies). Then 10 μL of 2× RT buffer and 1 μL of 20× enzyme mix were added to 2 μg of RNA sample, and nuclease-free H_2_O was added for a final volume of 20 μL. Samples were incubated in a polymerase chain reactor for the reverse transcription reaction under the following conditions: 37 °C for 60 min, 95 °C for 5 min, and finally back to 4 °C. The cDNA was subjected to quantitative PCR or stored at −80 °C.

### 4.5. Quantitative PCR (qPCR)

The resulting first-strand cDNA was used as a template for qPCR in triplicate using the KAPA SYBR^®^ FAST qPCR Kit Master Mix (2×) ROX Low (Kapa Biosystems, USA) with an ABI PRISM 7900 PCR System. Ten genes (actin, *pparg*, *srebf1*, *chrebp*, *fasn*, *pap*, *agpat*, *ccne1*, *cdk1*, *cdk2*) were detected per sample. The specific primers used in the qPCR are listed in Table S9. All experiments were performed in triplicate, and mean values were obtained. Actin was used as internal control. The reaction parameters were set as follows:

(1) 50 °C for 2 min, 95 °C for 5 min, 4 °C thereafter
(2) 95 °C for 10 min
(3) 95 °C for 15 sec, 60 °C for 1 min (40 cycles)
(4) 95 °C for 15 sec, 60 °C for 15 sec, 95 °C for 15 sec

After normalization to actin as internal control, the expression ratio between experimental and control groups was calculated using the comparative Ct method. The relative expression ratio (fold change) was calculated based on ΔΔCt, which was (Ct_(target)_ − Ct_(actin)_) of the experimental group−(Ct_(target)_ − Ct_(actin)_) of the control group, where fold change = 1.94^−ΔΔCt^. The fold changes were calculated considering the qPCR reaction efficiency. At least 3 independent samples were used for the qPCR, and medians and standard errors were calculated and are presented as median ± standard error.

### 4.6. Histopathological Analysis

For histopathological analysis, the tissues were fixed in a 10% formalin solution (Sigma-Aldrich Inc., St. Louis, MO, USA), embedded in paraffin, sectioned at a thickness of 5 μm, mounted on Poly-L-lysine-coated slides, and stained with hematoxylin and eosin (H&E). After xylene and ethanol were used to gradually dewax and rehydrate, the hematoxylin and eosin dye was added, then they were gradually dehydrated and sealed. The pathological analysis was judged as follows. Normal: normal cells are arranged neatly, the size of the nucleus is similar, and the cytoplasmic ratio is not high. Steatosis: a vacuole composed of fatty oil droplets in the cytoplasm of hepatocytes can be seen. Hyperplasia: there are large and slightly abnormal nuclei with a high nucleus-to-cytoplasm ratio. Dysplasia: cells that have changed morphology, with larger nuclei and distinct nucleoli, are seen. HCC: there are large pleural and enlarged nuclei, in which nucleoli can clearly be observed.

### 4.7. Statistical Analysis

The body weight and qPCR data were analyzed using SPSS 17.0 (SPSS, Inc.) and Prims GraphPad. The statistical analysis was performed using a two-tailed Student’s t-test. In all statistical analyses, *p*-values < 0.05 were considered to be statistically significant and are presented as: * *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001; and **** *p* ≤ 0.0001.

### 4.8. GeneTitan™ Array and RNA-seq for Gene Expression Profiling

In total, 14 and 16 selected RNA samples from 8 weeks of feeding were subjected to GeneTitan microarray and RNA sequencing (RNA-seq) analysis, respectively. RNA-seq used next-generation sequencing (NGS) to analyze gene expression of samples. ZebGene 1.1 ST Array Plates (Affymetrix, USA) and Illumina HiSeq 4000 platform with 150 bp paired-end reads (Illumina, USA) were used for the whole-genome transcriptome analysis. The raw data of the microarray and RNA-seq have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession code GSE134496 as SuperSeries. The SuperSeries is composed of two SubSeries as GSE134494 (microarray) and GSE134495 (RNA-seq).

### 4.9. Global Omics Data Analysis

For microarray, normalization of gene-level data was performed by the robust multi-array average (RMA) method [61] in R [23] using the oligo package [62]. For RNAseq of NGS, the reads were aligned with the zebrafish reference genome (GRCz10/danRer10) [63] using the HISAT package [64] and the mapped reads were assembled into transcripts using StringTie [65]. Next, the expression levels of all transcripts were estimated and calculated based on fragments per kilobase of transcript per million fragments mapped (FPKM) by StringTie and the Ballgown package in R, respectively. The average mapping rate of reads was 89% (Table S10).

For microarray and NGS analysis, we first identified the differentially expressed genes (DEGs) with fold change ≥2 using the limma package [66]. Based on these DEGs, the hypergeometric distribution [67,68] was used for pathway enrichment analysis, and pathways with *p*-value < 0.05 were considered significant. Here, the *p*-value is calculated as (2):

(2) $$p=\overset{n}{\underset{i=x}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

where *N* is the number of genes recorded in KEGG, *M* is the number of DEGs, *n* is the number of genes in the specific KEGG pathway, and *i* is the number of genes that are DEGs in the specific KEGG pathway. *N* and *n* were obtained from the database for annotation, visualization, and integrated discovery (DAVID) v6.8 [69]. The *p*-value of each pathway underwent a z-score transformation using the standard normal distribution. We then computed the subsystem- and system-level meta-z-scores of 58 KEGG subsystems and 6 systems: metabolism, genetic information processing, environmental information processing, cellular processes, organismal systems, and human diseases. The z-score is defined as (3):

(3) $$\mathrm{meta}-z=\frac{\sum_{i=1}^{n}z_{i}}{\sqrt{n}}$$

where *Z_i_* is the z-score of the pathway *i*, and *n* is the total number of pathways in a subsystem or system. The meta-z-score reflects the significance (enrichment) of a subsystem/system for a specific disease state, such as HBx(p53-), Src(p53-), or HBx,Src(p53-) fish with diet-induced obesity.

### 4.10. Scoring Function for Potential Gene Selection

To identify potential genes for obesity/NASH to HCC, we developed two scores: maximum combined score (MCS) and average root combined score (ARCS). For gene *i* involving *N* pathways, MCS and ARCS are computed as (4) and (5):

(4) $$\mathrm{MCS}=max_{x,y∋j=1}^{N}\left\{Z_{sys_{x}}+Z_{sub_{y}}+Z_{path_{j}}\right\}+S_{N}+S_{FC}$$

(5) $$\mathrm{ARCS}=\frac{\sum_{x,y∋j=1}^{N}\left(Z_{sys_{x}}+Z_{sub_{y}}+Z_{path_{j}}\right)+N*\left(S_{N}+S_{FC}\right)}{\sqrt{N}}$$

where $Z_{sys_{x}}$ and $Z_{sub_{y}}$ are the meta-z-scores of system *x* and subsystem *y*, respectively; *S_N_* and *S_FC_* are the *N* pathways and the |*log_2_FC*| between control and obesity groups, respectively. Then, each scoring term is normalized ranging from 0 to 1 by min-max normalization. Therefore, MCS values range from 0 to 5, and the range of ARCS is dependent on *N*. $Z_{sys_{x}}$ and $Z_{sub_{y}}$ are defined as (6) and (7):

(6) $$Z_{sys_{x∋j}}=\frac{\sum_{j=1}^{N_{x}}z_{j}}{\sqrt{N_{x}}}$$

(7) $$Z_{sub_{y∋j}}=\frac{\sum_{j=1}^{N_{y}}z_{j}}{\sqrt{N_{y}}}$$

where *z_j_* is the z-score of pathway *j* involved in system *x* and subsystem *y*; *N_x_* and *N_y_* are the numbers of pathways of gene *j* involved in system *x* and subsystem *y*. Based on the *Z_sys_* and *Z_sub_* values of 6 systems and 58 subsystems, *Zsys_x_* and *Zsub_y_* were normalized from 0 to 1 by min-max normalization. *S_N_* is given as (8):

(8) $$S_{N}=\frac{N-min\left\{N_{G}\right\}}{max\left\{N_{G}\right\}-min\left\{N_{G}\right\}}$$

where $max\left\{N_{G}\right\}$ and $min\left\{N_{G}\right\}$ are the maximum and minimum involved pathways for 5023 genes recorded in the KEGG database. $S_{FC}$ is defined as (9):

(9) $$S_{FC}=\frac{log_{2}FC-min\left\{log_{2}FC_{G}\right\}}{max\left\{log_{2}FC_{G}\right\}-min\left\{log_{2}FC_{G}\right\}}$$

where $max\left\{log_{2}FC_{G}\right\}$ and $min\left\{log_{2}FC_{G}\right\}$ are the maximum and minimum |*log_2_FC*| values for 5023 genes recorded in the KEGG database. The schematic diagram is shown in Figure S8.

Furthermore, we utilized precision to evaluate the performance of MCS, ARCS, and fold change to select potential genes using the positive sets selected from the DisGeNET database. Here, precision is defined as TP/(TP + FP), where TP and FP are the numbers of true positive and false-positive genes, respectively.

### 4.11. GeneTitan™ Array for Gene Expression Profiling

ZebGene 1.1 ST Array Plates (Affymetrix, USA) were used for whole-genome transcriptome analysis. Using Transcriptome Analysis Console (TAC) software, differentially expressed genes of DIO versus control were identified. Expression analysis settings were as follows: gene-level fold change <−2 or >2, gene-level *p*-value <0.05, ANOVA method: ebayes. The protein–protein interactions were analyzed using NetworkAnalyst (http://www.networkanalyst.ca/) and pathway activations was selected and matched according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

## 5. Conclusions

Against a normal genetic background, diet-induced obesity will increase the chance of fatty liver with a low incidence of hyperplasia. Two genetic risk factors together with diet-induced obesity will increase the chances of having fatty liver and hyperplasia. With three genetic risk factors, the probability of cancer formation is higher, and diet-induced obesity will accelerate cancer formation threefold. The genetic background from normal to two genetic risk factors with diet-induced obesity is a similar process of hepatocarcinogenesis from obesity/NASH, verified by histopathological analysis. The metabolic and genetic information processing systems are affected significantly as the genetic risk factors increase in cross-platform data using global omics data analysis. The insulin signaling pathway plays a key role in the normal genetic background with diet-induced obesity, but it seems to be not important in two genetic risk factors. Furthermore, we provide a maximum combined score to select potential genes (i.e., *scd*, *gck*, *acat2*, *pik3ca*, and *aldh7a1*) that participate in the obesity/NASH to HCC process, verified by qPCR. Our approach is useful for the development of biomarkers and therapeutic targets by considering multiple dimensions. Our zebrafish model and methods provide an explanation for the synergism between genetic risk factors and diet-induced obesity.

## Figures and Tables

**Figure 1:**
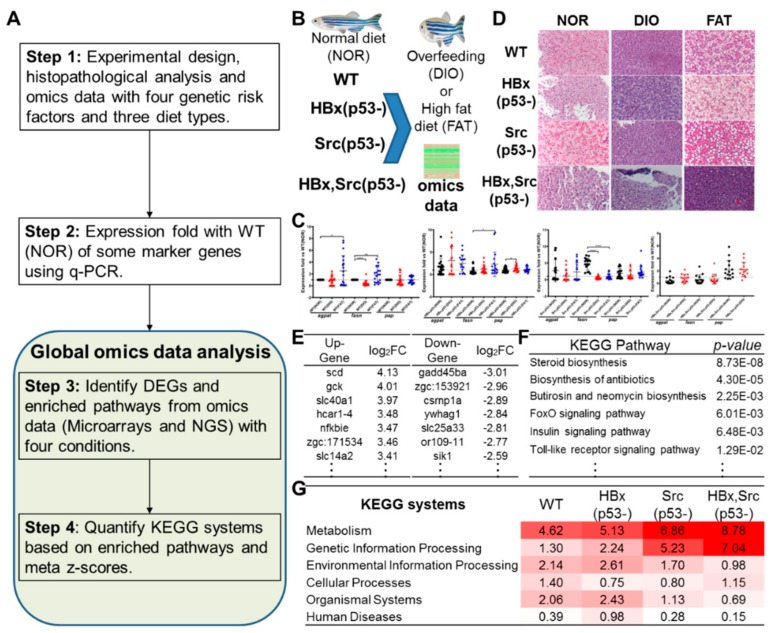
Overview of omics-based investigation of hepatocarcinogenesis in zebrafish models. (**A**) Main procedure. (**B**) Experimental design of omics data in zebrafish with four genetic backgrounds: WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) with diet-induced obesity. (**C**) qPCR of some gene markers in the four models. (**D**) Hematoxylin and eosin (H&E) stain images of the four zebrafish models with normal diet (NOR), overfeeding (diet-induced obesity, DIO), and high-fat diet (FAT). (**E**) Selected differentially expressed genes (DEGs). (**F**) Some enriched KEGG pathways of selected DEGs. (**G**) Meta-z-scores of six KEGG systems of four zebrafish models.

**Figure 2:**
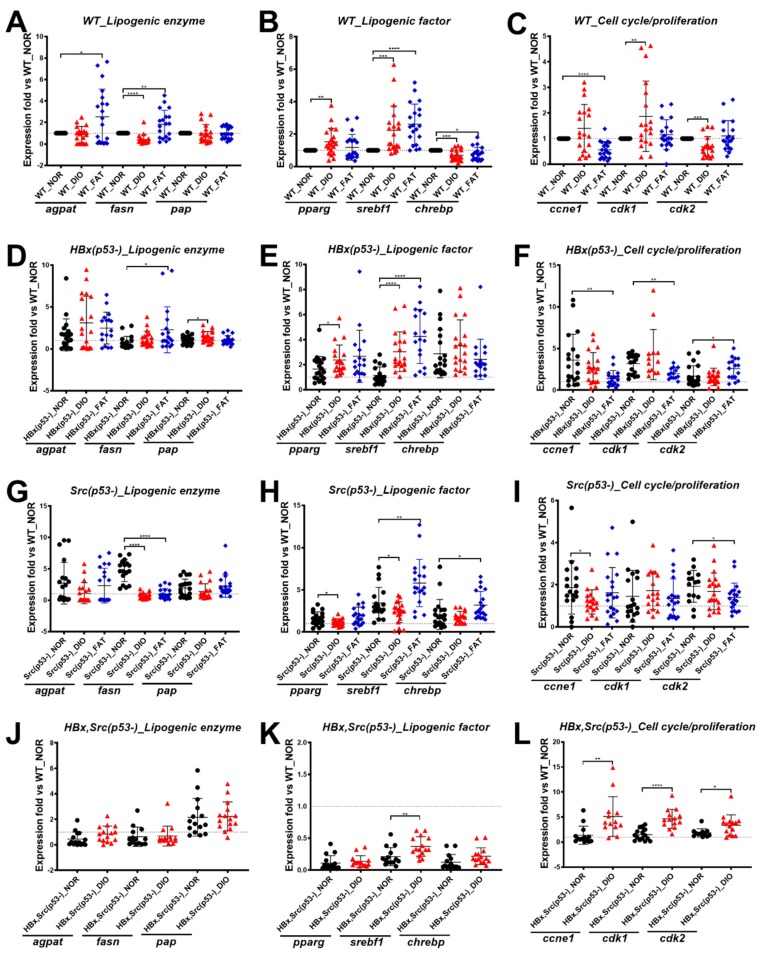
Expression of selected markers in various genetic background zebrafish fed with different diets. Expression of lipogenic enzymes (*agpat*, *fasn*, and *pap*), lipogenic factors (*pparg*, *srebf1*, and *chrebp*), and cell cycle/proliferation-related genes (*ccne1*, *cdk1*, and *cdk2*) in (**A**–**C**) WT, (**D**–**F**) HBx(p53-), (**G**–**I**) Src(p53-), and (**J**–**L**) HBx,Src(p53-) fish after eight weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT). The number of fish is 20 for each group, and the number of experimental replicates for qPCR analysis is three. Expression fold change compared to WT_NOR control. Statistical analysis of results was performed using a two-tailed Student’s t-test. Asterisks (*) represent level of significance: * *p*-value ≤ 0.05; ** *p*-value ≤ 0.01; *** *p*-value ≤ 0.001; **** *p*-value ≤ 0.0001.

**Figure 3:**
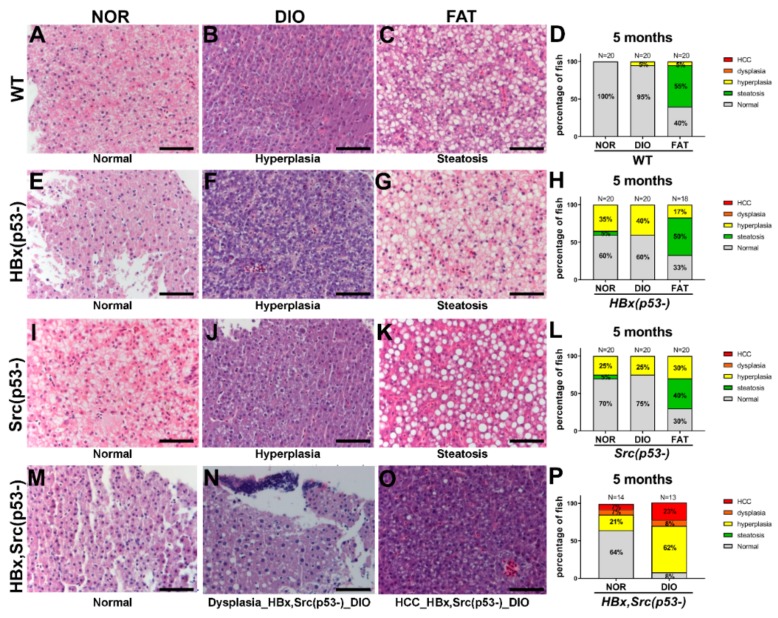
Histopathological changes in various genetic background zebrafish fed with different diets. Representative H&E stain images and histopathologic change statistics of (**A**–**D**) WT, (**E**–**H**) HBx(p53-), (**I**–**L**) Src(p53-), and (**M**–**P**) HBx, Src(p53-) fish after 8 weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT) starting at 3 months of age, and scarified at 5 months. The histopathologic change consists of percentages in five states: normal, steatosis, hyperplasia, dysplasia, and hepatocellular carcinoma (HCC). The number of fish is represented as N on top of each bar. The scale bar is 50 μm.

**Figure 4:**
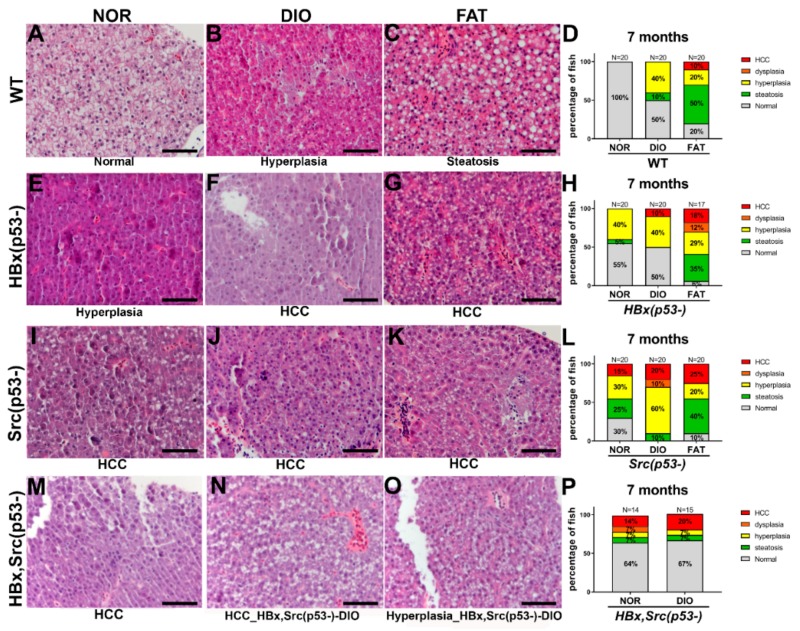
Histopathological changes in various genetic background zebrafish fed with different diets. Representative H&E stain images and histopathologic change statistics of (**A**–**D**) WT, (**E**–**H**) HBx(p53-), (**I**–**L**) Src(p53-), and (**M**–**P**) HBx,Src(p53-) fish after 16 weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT) starting at 3 months of age, and scarified at 7 months. The histopathologic change consists of percentages in five states: normal, steatosis, hyperplasia, dysplasia, and hepatocellular carcinoma (HCC). The number of fish is represented as N on top of each bar. The scale bar is 50 μm.

**Figure 5:**
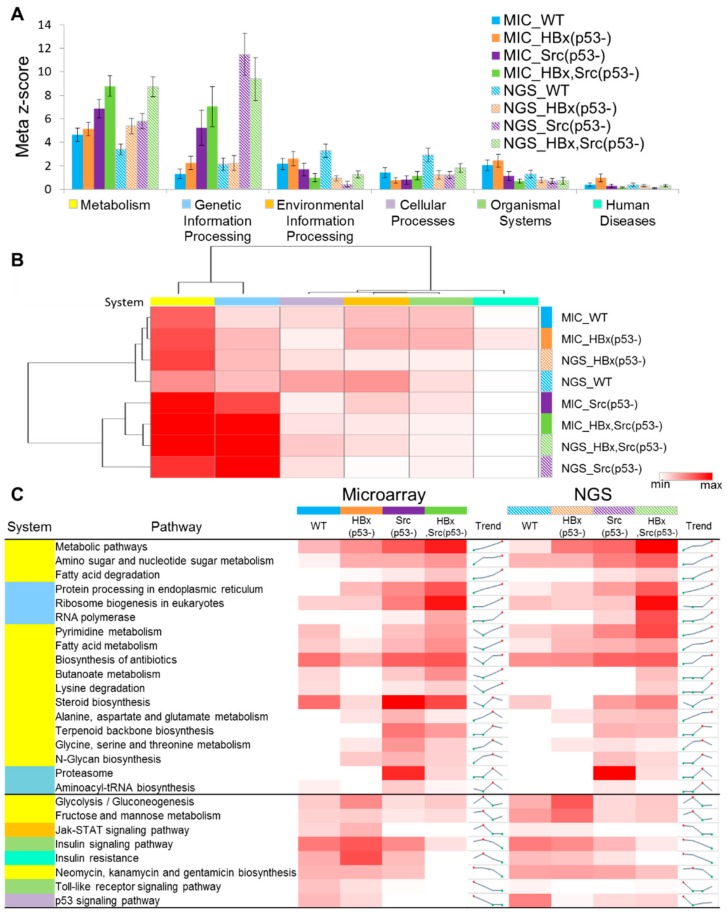
Statistics of system-level meta-z-scores and pathway z-scores for the four genetic fish models. (**A**) Meta-z-scores and (**B**) heatmap of six KEGG systems of the 30 samples with four models and three diet types in microarray and NGS. WT: blue; HBx(p53-): deep orange; Src(p53-): purple; and HBx,Src(p53-): green. MIC, microarray; NGS, next-generation sequencing. Red and white denote high and low meta-z-scores, respectively. (**C**) Pathway z-score distributions and trends of microarray and NGS in the four models. For KEGG system, yellow bar: metabolism; light blue bar: genetic information processing; orange bar: environmental information processing; light purple bar: cellular processes; light green bar: organismal systems; cyan blue: human diseases. Red and white denote high and low scores, respectively. For trend column, red and green dots indicate the highest and lowest z-scores, respectively. The number of fish is for microarray and NGS are listed in Table S1, there are 14 samples for microarray, 16 samples for NGS.

**Figure 6:**
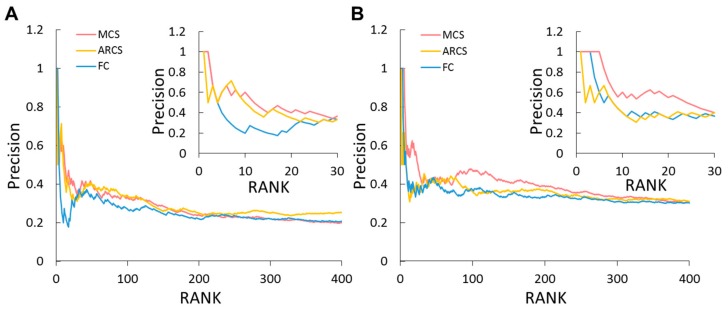
Precision comparison of three scoring methods for obesity and HCC. Scoring methods for selecting potential genes are maximum combined score (MCS, red), average root combined score (ARCS, orange), and fold change (FC, blue) for (**A**) obesity in WT fish and (**B**) HCC in HBx,Src(p53-) fish with overfeeding and high-fat diet. Positive sets are selected from DisGeNET database.

**Figure 7:**
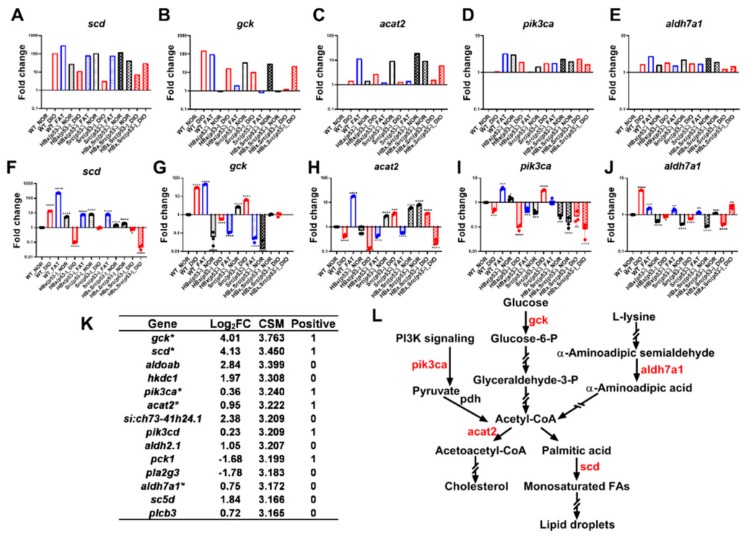
Validation of microarray with qPCR for the representative genes. Expression of (**A**,**F**) *scd*, (**B**,**G**) *gck*, (**C**,**H**) *acat2*, (**D**,**I**) *pik3ca*, and (**E**,**J**) *aldh7a1* in WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) fish after eight weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT) from (**A**–**E**) microarray and (**F**–**J**) qPCR analysis. (**K**) Top 14 genes selected by global omics data analysis. (**L**) Among the 14 genes, 5 genes (red) overexpressed in WT diet-induced obesity are related to glucose and lipid metabolism. The number of fish is 20 for each group, and the number of experimental replicates for qPCR analysis is 3.

**Table 1:** Feeding Schedule.

	Group	Normal Diet (NOR)	Diet-Induced Obesity (DIO)	High-Fat Diet (FAT)
Time				
09:00		Powdered feed (0.22g)	powdered feed (0.22 g)	powdered feed (0.22 g)
11:00		None	brine shrimp 2 mL	high-fat fish food (0.22 g)
15:00		*Artemia* 0.5mL	brine shrimp 2 mL	high-fat fish food (0.22 g) brine shrimp 0.5 mL
17:30		None	brine shrimp 2 mL	high-fat fish food (0.22 g)

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/11/12/1899/s1, Figure S1: Figure S1. Body weight of four zebrafish models after feeding for eight weeks, the number of fish is 20 for each group; Figure S2: Expression of selected markers in various genetic background zebrafish with normal diet, the number of fish is 20 for each group; Figure S3: Expression of selected markers in various female zebrafish fed with different diets, the number of fish in WT-NOR is 14, WT-DIO is 14, WT-FAT is 12, HBx(p53-)-NOR is 15, HBx(p53-)-DIO is 12,HBx(p53-)-FAT is 12, Src(p53-)-NOR is 10, Src(p53-)-DIO is 8, Src(p53-)-FAT is 9; Figure S4: Expression of selected markers in various male zebrafish fed with different diets, the number of fish in WT-NOR is 6, WT-DIO is 6, WT-FAT is 8, HBx(p53-)-NOR is 5, HBx(p53-)-DIO is 8,HBx(p53-)-FAT is 6, Src(p53-)-NOR is 10, Src(p53-)-DIO is 12, Src(p53-)-FAT is 11; Figure S5: Expression values of selected differential expression genes for regulation of ribosome biogenesis pathway in various zebrafish fed with different diets, the number of fish in WT-NOR, HBx,Src(p53-)-NOR, and HBx,Src(p53-)-NOR is 2, others is 1; Figure S6: Jaccard index boxplot of microarray and NGS omics data for gene, pathway, and system levels; Figure S7: Expression values of selected differential expression genes for regulation of steroid biosynthesis pathway in various zebrafish fed with different diets; Figure S8: Schematic diagram of meta-z score and normalized meta-z score. The number of fish is 14 for Microarray and 16 for NGS; Table S1. Experimental design of microarray and next-generation sequencing (NGS); Table S2. The DEGs involved in the insulin resistance pathway for four-type fish between normal and obesity diet (DIO and FAT) in microarray; Table S3. The DEGs involved in the insulin resistance pathway for four-type fish between normal and obesity diet (DIO and FAT) in NGS; Table S4. Top-ranked 20 genes of MCS and their corresponding ranks of ARCS and FC for obesity; Table S5. Top-ranked 20 genes of MCS and their corresponding ranks of ARCS and FC for HCC; Table S6. Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for HBx(p53-) fish; Table S7. Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for Src(p53-) fish; Table S8. Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for HBx,Src(p53-) fish; Table S9. Primer sequences for lipogenic factors/enzymes and cell cycle/division related genes; Table S10. Mapping of RNA-seq reads in 16 samples to the reference genome (GRCz10/danRer10).

# Supplementary material for: Omics-based Investigation of Diet-induced Obesity Synergized with HBx, Src, and p53 Mutation Accelerating Hepatocarcinogenesis in Zebrafish Model
**Source:** Cancers (Basel). 2019 Nov 28;11(12):1899. doi: 10.3390/cancers11121899
**Supplement:** Supplementary file 1

## Supplementary Figures

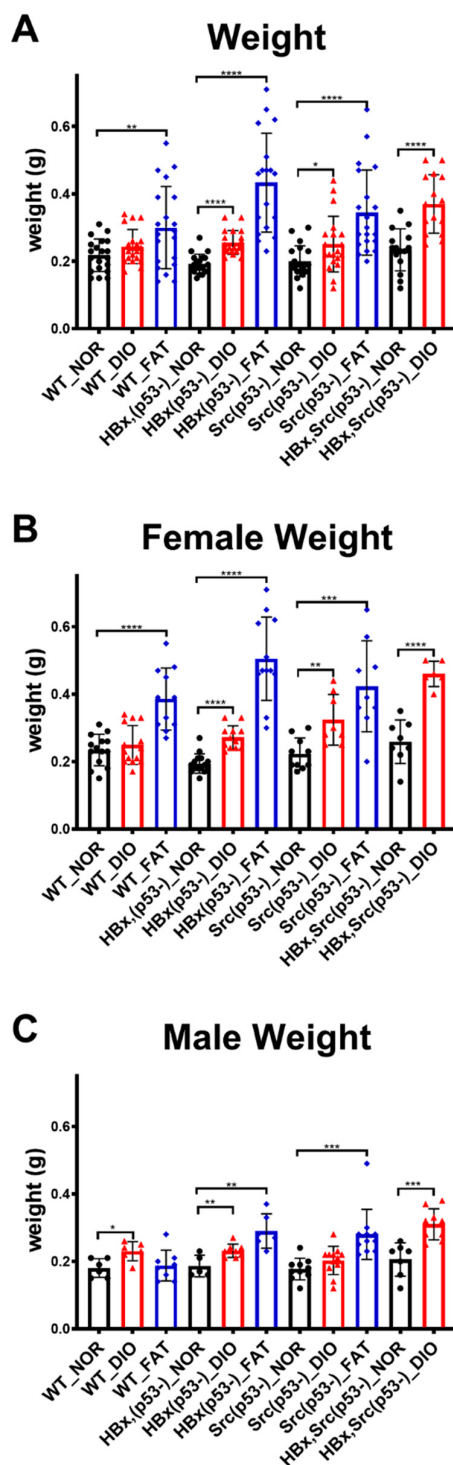

**Figure S1.** Body weight of four zebrafish models after feeding for eight weeks. (A) Average fish weight after eight weeks of normal diet (NOR), overfeeding (DIO), or high-fat diet (FAT). All zebrafish models had increased weight with DIO or FAT, and FAT fish weighed more than DIO fish.

(B) Average fish weight after 8 weeks of NOR, DIO, or FAT in female fish. (C) Average fish weight after 8 weeks of NOR, DIO, or FAT in male fish. The number of fish is 20 for each group.

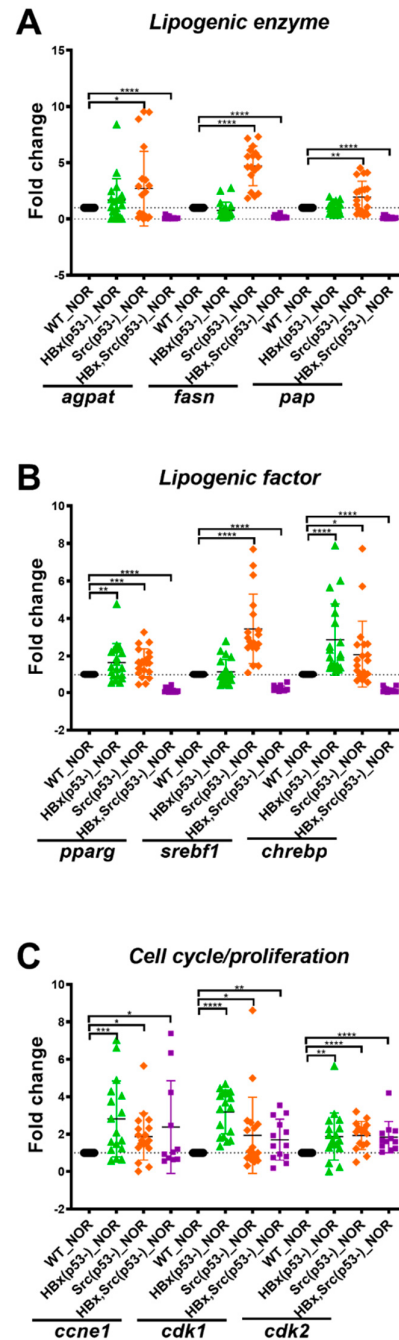

**Figure S2.** Expression of selected markers in various genetic background zebrafish with normal diet. Expression of (A) lipogenic enzymes, (B) lipogenic factors, and (C) cell cycle/proliferation related genes in WT, HBx(p53-), Src(p53-), and HBx,Src(p53-) fish under normal diet for two months starting at three months old (equivalent to five months old). Expression fold change compared to WT\_NOR control. The number of fish is 20 for each group, and the number of experimental replicates for qPCR analysis is 3. Statistical analysis of results was performed using two-tailed Student's t test. Asterisks (\*) represent level of significance: \*  $p$ -value  $\leq 0.05$ ; \*\*  $p$ -value  $\leq 0.01$ ; \*\*\*  $p$ -value  $\leq 0.001$ ; \*\*\*\*  $p$ -value  $\leq 0.0001$ .

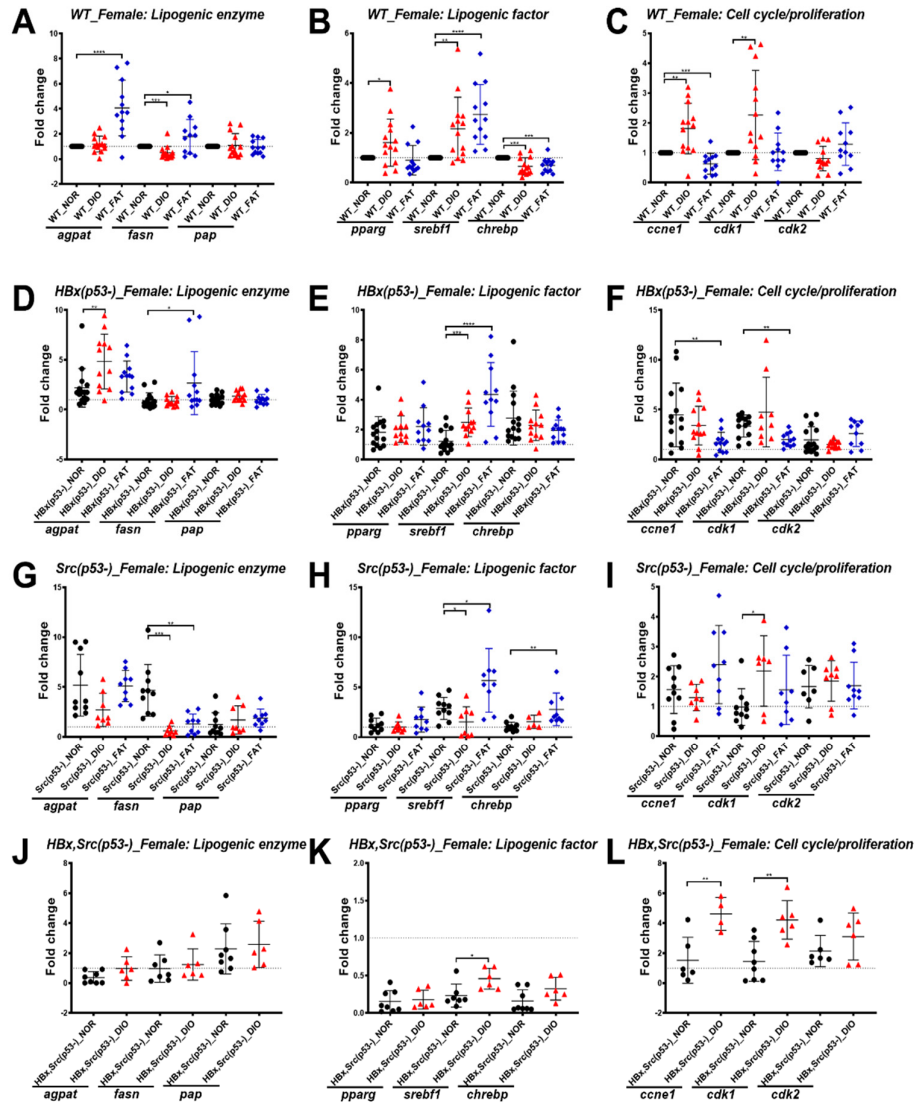

**Figure S3.** Expression of selected markers in various female zebrafish fed with different diets. Expressions of lipogenic enzymes (*agpat*, *fasn*, and *pap*), lipogenic factors (*pparg*, *srebf1*, and *chrebp*), and cell cycle/proliferation related genes (*ccne1*, *cdk1*, and *cdk2*) in female (A–C) WT, (D–F) HBx(p53-), (G–I) Src(p53-), and (J–L) HBx,Src(p53-) fish after eight weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT). Expression fold change compared to WT\_NOR control. Each dot represented one fish in the graph, and the number of experimental replicates for qPCR analysis is 3. Statistical analysis of results was performed using two-tailed Student's t test. Asterisks (\*) represent level of significance: \*  $p$ -value  $\leq 0.05$ ; \*\*  $p$ -value  $\leq 0.01$ ; \*\*\*  $p$ -value  $\leq 0.001$ ; \*\*\*\*  $p$ -value  $\leq 0.0001$ .

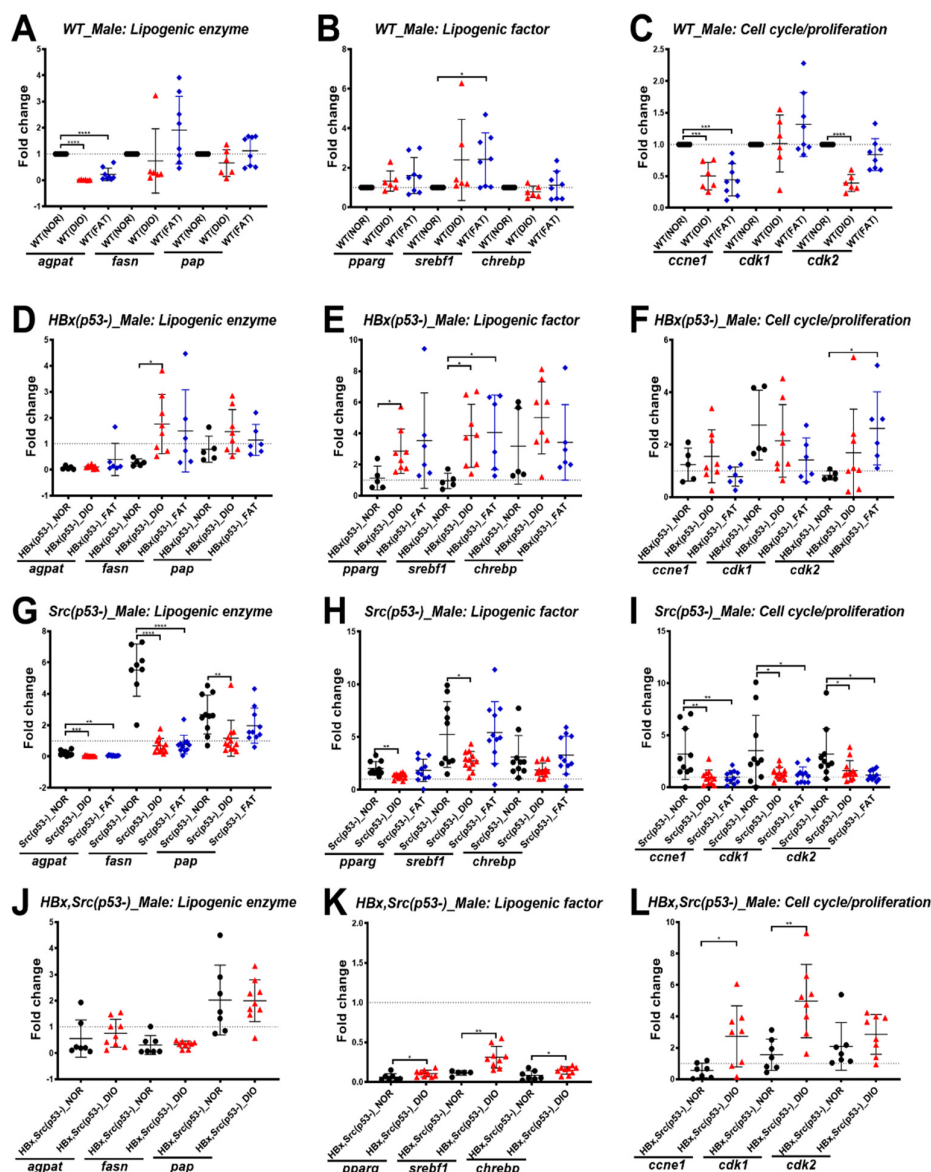

**Figure S4.** Expression of selected markers in various male zebrafish fed with different diets. Related gene expression of lipogenic enzymes (*agpat*, *fasn*, and *pap*), lipogenic factors (*pparg*, *srebf1*, and *chrebp*), and cell cycle/proliferation related genes (*ccne1*, *cdk1*, and *cdk2*) in male (A–C) WT, (D–F) HBx(p53-), (G–I) Src(p53-), and (J–L) HBx,Src(p53-) fish after eight weeks of normal diet (NOR), overfeeding (diet-induced obesity, DIO), or high-fat diet (FAT). Expression fold change compared to WT\_NOR control. Each dot represented one fish in the graph, and the number of experimental replicates for qPCR analysis is 3. Statistical analysis of results was performed using two-tailed Student's t test. Asterisks (\*) represent level of significance: \*  $p$ -value  $\leq 0.05$ ; \*\*  $p$ -value  $\leq 0.01$ ; \*\*\*  $p$ -value  $\leq 0.001$ ; \*\*\*\*  $p$ -value  $\leq 0.0001$ .

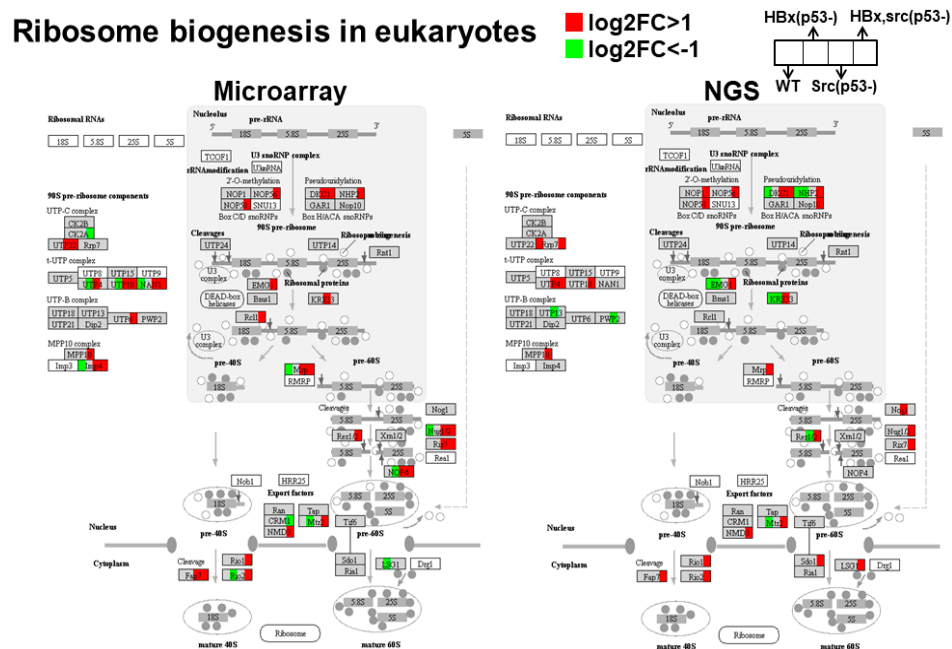

**Figure S5.** Expression values of selected differential expression genes for regulation of ribosome biogenesis pathway in various zebrafish fed with different diets. Four different genetic background of zebrafish were shown in order from left to right: WT, HBx(p53-), Src(p53-), and HBx,Src(p53-). Red and green represent up- and downregulated genes, respectively, based on KEGG database.

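In RNA-seq, nop56 had 153 and 221 FPKM in WT on NOR, 229 on DIO, and 64.4 on FAT. In HBx,Src(p53-) it had 197 and 43.7 FPKM on NOR and 270 and 223 on DIO. The gene emg1 had 23.8 and 37.8 FPKM in WT on NOR, 17 on DIO, and 8.07 on FAT. In HBx(p53-) it had 15.7 and 18.9 FPKM on NOR, 14.5 on DIO, and 3.92 on FAT. For dkc1, the WT values were 142 and 267 FPKM on NOR, 196 on DIO, and 30.7 on FAT, and the Src(p53-) values were 29.8 and 79.6 on NOR, 185 on DIO, and 162 on FAT. The FAT library of WT and of HBx(p53-) had the lowest FPKM of its type of fish for these 3 genes.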

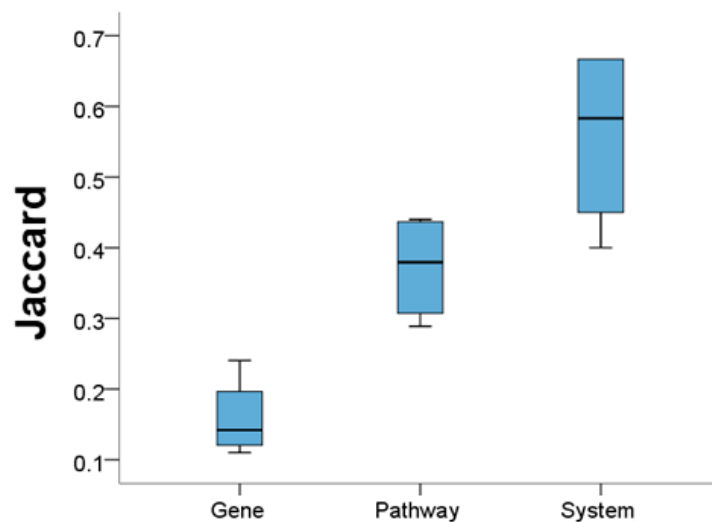

**Figure S6.** Jaccard index boxplot of microarray and NGS omics data for gene, pathway, and system levels. Jaccard median values of gene, pathway, and system levels are 0.14, 0.38, and 0.58, respectively.

## Steroid biosynthesis

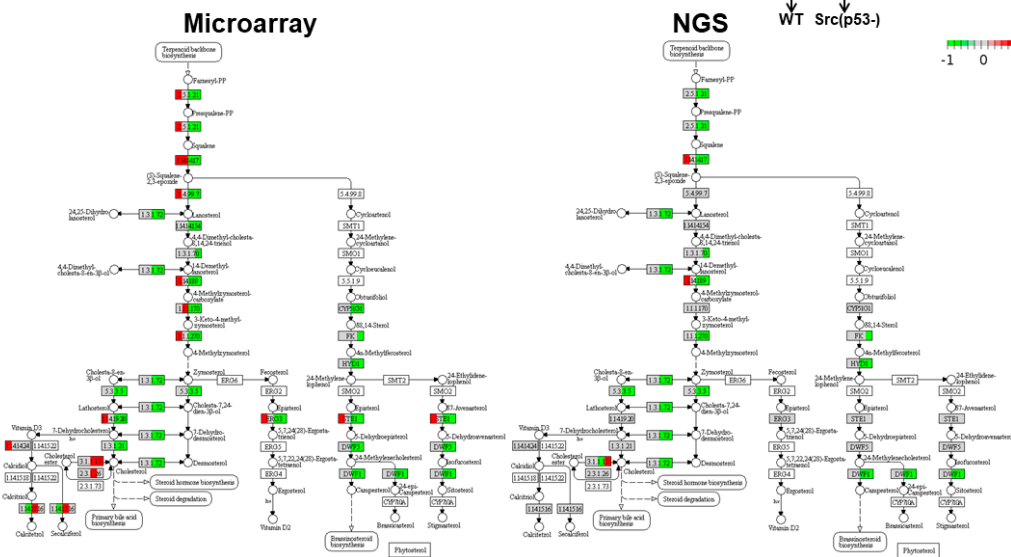

**Figure S7.** Expression values of selected differential expression genes for regulation of steroid biosynthesis pathway in various zebrafish fed with different diets. Four different genetic background of zebrafish were shown in order from left to right: WT, HBx(p53-), Src(p53-), and HBx,Src(p53-). Red and green represent up- and downregulated genes, respectively, based on KEGG database.

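In RNA-seq, the steroid biosynthesis gene msmo1 had 30.6 and 30.2 FPKM on NOR in Src(p53-) and 4.17 and 6.62 on DIO and FAT. The HBx,Src(p53-) libraries had 211 and 71.8 FPKM on NOR and 6.55 and 4.22 on DIO. In WT, it had 5.13 and 11.7 FPKM on NOR, 5.2 on DIO, and 71.4 on FAT. The gene fdft1 had 203 and 50.9 FPKM on NOR in HBx,Src(p53-) and 3.12 and 2.09 on DIO. Of the 8 matched genes, tm7sf2 had a log2 fold change of −0.28 in Src(p53-), which quantile normalization turned to 0.05. It fell by 3.11 in HBx,Src(p53-). The gene lbr fell by 0.26 there, the smallest change of the 8, at FPKM of 0.685 and 0.385 on NOR and 0.405 and 0.166 on DIO.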

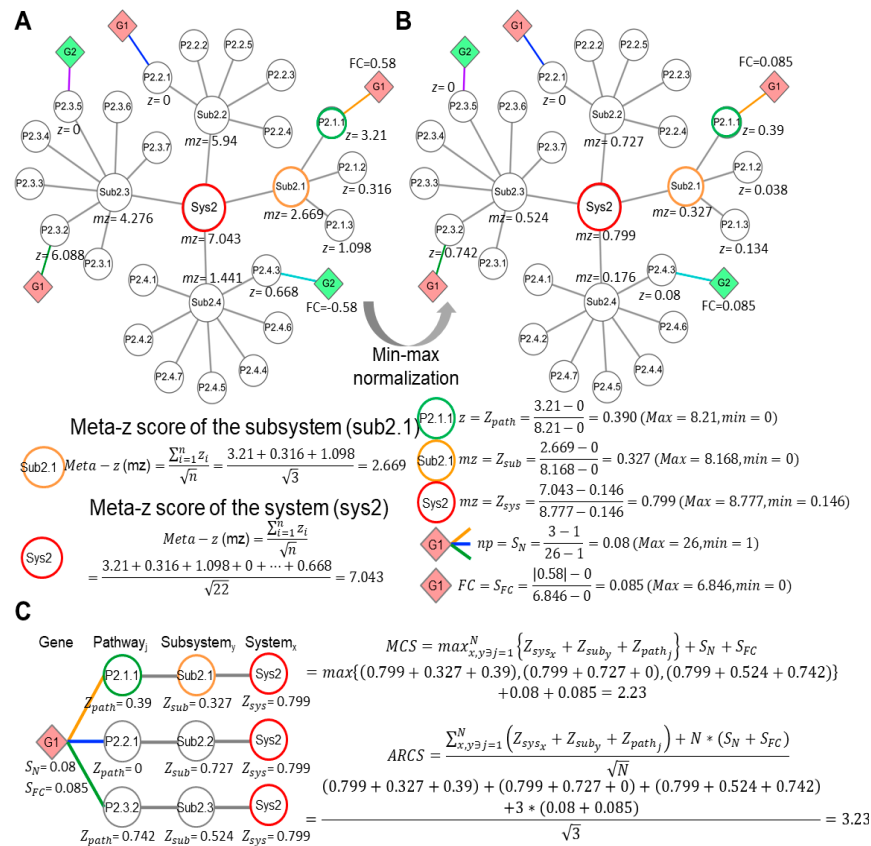

**Figure S8.** Schematic diagram of meta-z score and normalized meta-z score. Schematic diagram of calculating the (A) meta-z score, (B) normalized meta-z score ( $Z_{\text{sys}}$  and  $Z_{\text{sub}}$ ), normalized z score ( $Z_{\text{path}}$ ),

normalized values of number of involving pathways ( $S_N$ ), and normalized values of  $|\log_2 FC|$  ( $S_{FC}$ ) of (C) MCS and ARCS.

**Table S1.** Experimental design of microarray and next-generation sequencing (NGS). There are 30 samples from four genetic fish models (wild-type (WT), HBx(p53-), Src(p53-), and HBx,Src(p53-)) treated with normal diet (NOR), overfeeding (diet-induced obesity, DIO), and high-fat diet (FAT).

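With 1 DIO and 1 FAT library in each of 3 types of fish, the responses to both diets were compared across genes, each as the log2 difference from the mean of the same 2 NOR libraries. Pearson's r was 0.21 in WT, 0.36 in HBx(p53-), and 0.50 in Src(p53-). Because both differences share the NOR libraries, libraries simulated without any change gave a mean r of 0.33 over 100 draws. When DIO was set against one NOR library and FAT against the other, r was −0.25 and −0.14 in WT, −0.07 and 0.04 in HBx(p53-), and 0.34 and 0.23 in Src(p53-). HBx,Src(p53-) fish have no FAT library.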

| Platform      |      | Microarray |     |     | NGS     |     |     |
|---------------|------|------------|-----|-----|---------|-----|-----|
| Time          |      | 8 Weeks    |     |     | 8 Weeks |     |     |
| Genotype      | Diet | NOR        | DIO | FAT | NOR     | DIO | FAT |
| WT            |      | 2          | 1   | 1   | 2       | 1   | 1   |
| HBx(p53-)     |      | 1          | 1   | 1   | 2       | 1   | 1   |
| Src(p53-)     |      | 1          | 1   | 1   | 2       | 1   | 1   |
| HBx,Src(p53-) |      | 2          | 2   |     | 2       | 2   |     |

**Table S2.** The DEGs involved in insulin resistance pathway for four-type fish between normal and obesity diet (DIO and FAT) in microarray.

| WT              | FC*   | HBx(p53-)       | FC*   | Src(p53-)       | FC*   | HBx,Src(p53-)     | FC*   |
|-----------------|-------|-----------------|-------|-----------------|-------|-------------------|-------|
| <i>pik3cg</i>   | 1.70  | <i>socs3b</i>   | 2.07  | <i>foxo1a</i>   | 4.69  | <i>foxo1a</i>     | 3.01  |
| <i>nfkb1aa</i>  | 1.54  | <i>prkaa2</i>   | 1.70  | <i>pck1</i>     | 4.52  | <i>ppargc1a</i>   | 2.20  |
| <i>insra</i>    | 1.09  | <i>sreb1</i>    | 1.22  | <i>ppargc1a</i> | 3.00  | <i>pck1</i>       | 1.83  |
| <i>prkag2a</i>  | 1.07  | <i>nfkb1aa</i>  | 1.12  | <i>trib3</i>    | 2.02  | <i>mgea5</i>      | -1.06 |
| <i>mlxip</i>    | -1.02 | <i>mapk8a</i>   | 1.04  | <i>irs2a</i>    | 1.61  | <i>g6pca.2</i>    | -1.11 |
| <i>trib3</i>    | -1.03 | <i>pck1</i>     | -1.02 | <i>pik3r3a</i>  | 1.50  | <i>prkcq</i>      | -1.22 |
| <i>pparab</i>   | -1.17 | <i>rps6ka2</i>  | -1.04 | <i>prkag2a</i>  | 1.47  | <i>creb3l2</i>    | -1.28 |
| LOC568883       | -1.43 | <i>creb3l2</i>  | -1.11 | <i>irs2b</i>    | 1.31  | <i>mlxip</i>      | -1.35 |
| <i>ppargc1a</i> | -1.49 | LOC100334818    | -1.13 | <i>g6pca.1</i>  | 1.27  | <i>prkaa2</i>     | -1.63 |
| <i>pck1</i>     | -1.68 | <i>pik3ca</i>   | -1.13 | <i>cpt1ab</i>   | 1.26  | <i>zgc:101540</i> | -1.64 |
| <i>irs2b</i>    | -1.69 | <i>g6pca.1</i>  | -1.21 | <i>g6pca.2</i>  | 1.08  | <i>g6pc3</i>      | -1.65 |
|                 |       | <i>irs1</i>     | -1.24 | <i>prkcda</i>   | -1.13 | <i>pygb</i>       | -1.69 |
|                 |       | <i>foxo1a</i>   | -1.36 | <i>prkaa2</i>   | -1.43 | <i>creb3l3a</i>   | -1.72 |
|                 |       | <i>g6pca.2</i>  | -1.36 | <i>prkcq</i>    | -1.54 |                   |       |
|                 |       | <i>ppargc1a</i> | -1.37 | <i>ppp1r3b</i>  | -2.02 |                   |       |
|                 |       | <i>prkcq</i>    | -1.46 | <i>slc27a6</i>  | -2.40 |                   |       |
|                 |       | <i>mgea5</i>    | -1.50 |                 |       |                   |       |
|                 |       | <i>mlxip</i>    | -1.79 |                 |       |                   |       |
|                 |       | <i>irs4a</i>    | -1.81 |                 |       |                   |       |
|                 |       | <i>irs2a</i>    | -2.15 |                 |       |                   |       |
|                 |       | <i>ppp1r3ca</i> | -2.21 |                 |       |                   |       |
|                 |       | <i>irs2b</i>    | -2.99 |                 |       |                   |       |
|                 |       | LOC568883       | -3.04 |                 |       |                   |       |
|                 |       | <i>slc27a6</i>  | -5.48 |                 |       |                   |       |

\* Values denote  $\log_2$  (fold change).

**Table S3.** The DEGs involved in insulin resistance pathway for four-type fish between normal and obesity diet (DIO and FAT) in NGS.

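Of the 37 entries of this table, 35 were matched to a gene, and 25 of these (71.4%) had both obesity libraries on one side of both NOR libraries. In WT, 6 of 6 matched genes were higher on the obesity diet, and 1 had no overlap between the libraries. In HBx(p53-), 3 were higher and 5 lower, with 7 of 8 free of overlap. In Src(p53-), 4 were higher and 5 lower, and all 9 were free of overlap. In HBx,Src(p53-), 5 were higher and 7 lower, with 8 of 12 free of overlap. The smallest limma adjusted p of the table was 0.25 over all genes. Adjusted over the table alone, 0, 0, 1, and 2 genes passed in the 4 types of fish in the same order. Since the study chose these genes on the same libraries, the count over the table alone is not independent evidence.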

| WT            | FC*  | HBx(p53-)     | FC*  | Src(p53-)      | FC*  | HBx,Src(p53-)   | FC*  |
|---------------|------|---------------|------|----------------|------|-----------------|------|
| <i>insrb</i>  | 1.68 | <i>prkcda</i> | 1.64 | <i>foxo1a</i>  | 3.68 | <i>foxo1a</i>   | 2.96 |
| <i>pik3cg</i> | 1.50 | <i>socs3b</i> | 1.35 | <i>g6pca.2</i> | 2.19 | <i>tnfrsf1a</i> | 1.18 |

|                 |      |                 |       |                  |       |                 |       |
|-----------------|------|-----------------|-------|------------------|-------|-----------------|-------|
| <i>socs3b</i>   | 1.40 | <i>pik3r3b</i>  | 1.23  | <i>irs2a</i>     | 1.69  | <i>ppp1r3ca</i> | 1.12  |
| <i>gys1</i>     | 1.33 | <i>rps6ka3b</i> | −1.05 | <i>insrb</i>     | 1.03  | <i>ins</i>      | 1.09  |
| <i>ppp1r3cb</i> | 1.26 | <i>slc27a6</i>  | −2.34 | <i>zgc:77112</i> | −1.08 | <i>ptpn11b</i>  | 1.03  |
| <i>tnfrsf1a</i> | 1.11 | <i>ppp1r3ca</i> | −2.53 | <i>prkag1</i>    | −1.14 | <i>nfkbiab</i>  | −1.01 |
|                 |      | <i>irs2a</i>    | −2.60 | <i>prkcq</i>     | −1.21 | <i>gfpt1</i>    | −1.10 |
|                 |      | <i>g6pca.2</i>  | −3.05 | <i>prkcd</i>     | −1.79 | <i>pik3cd</i>   | −1.18 |
|                 |      |                 |       | <i>pik3cg</i>    | −1.88 | <i>pik3r3b</i>  | −1.24 |
|                 |      |                 |       | <i>slc27a6</i>   | −2.15 | <i>slc27a1a</i> | −1.37 |
|                 |      |                 |       |                  |       | <i>creb3l3a</i> | −1.56 |
|                 |      |                 |       |                  |       | <i>ikkb</i>     | −1.62 |
|                 |      |                 |       |                  |       | <i>g6pca.2</i>  | −2.66 |

\* Values denote log<sub>2</sub> (fold change).

**Table S4.** Top ranked 20 genes of MCS and their corresponding ranks of ARCS and FC for obesity.

| Gene                      | MCS   | Rank | ARCS  | Rank | FC*   | Rank |
|---------------------------|-------|------|-------|------|-------|------|
| <i>gck<sup>†</sup></i>    | 3.763 | 1    | 3.616 | 1    | 4.010 | 2    |
| <i>scd<sup>†</sup></i>    | 3.450 | 2    | 2.505 | 47   | 4.130 | 1    |
| <i>aldoab</i>             | 3.399 | 3    | 3.096 | 4    | 2.839 | 8    |
| <i>hkdc1</i>              | 3.308 | 4    | 3.311 | 2    | 1.965 | 19   |
| <i>pik3ca<sup>†</sup></i> | 3.240 | 5    | 2.559 | 36   | 0.363 | 1676 |
| <i>acat2<sup>†</sup></i>  | 3.222 | 6    | 3.090 | 5    | 0.951 | 228  |
| <i>si:ch73-41h24.1</i>    | 3.209 | 7    | 2.269 | 79   | 2.385 | 10   |
| <i>pik3cd<sup>†</sup></i> | 3.209 | 8    | 2.527 | 42   | 0.234 | 2519 |
| <i>aldh2.1</i>            | 3.207 | 9    | 2.907 | 9    | 1.055 | 171  |
| <i>pck1<sup>†</sup></i>   | 3.199 | 10   | 3.123 | 3    | 1.683 | 43   |
| <i>pla2g3</i>             | 3.183 | 11   | 2.237 | 85   | 1.781 | 30   |
| <i>aldh7a1</i>            | 3.172 | 12   | 2.895 | 10   | 0.745 | 471  |
| <i>sc5d</i>               | 3.166 | 13   | 1.998 | 148  | 1.843 | 24   |
| <i>plcb3</i>              | 3.165 | 14   | 2.026 | 139  | 0.715 | 516  |
| <i>aldh9a1a.1</i>         | 3.164 | 15   | 2.864 | 11   | 0.875 | 304  |
| <i>pik3cb<sup>†</sup></i> | 3.152 | 16   | 2.471 | 49   | 0.001 | 4649 |
| <i>fdft1<sup>†</sup></i>  | 3.148 | 17   | 1.980 | 154  | 1.768 | 31   |
| <i>cyp2r1</i>             | 3.139 | 18   | 1.971 | 158  | 1.732 | 35   |
| <i>splea</i>              | 3.138 | 19   | 1.970 | 159  | 1.728 | 36   |
| <i>aldh3a2b</i>           | 3.131 | 20   | 2.830 | 12   | 0.738 | 485  |

\* denotes absolute of log<sub>2</sub> (fold change). † denotes the obesity genes are recorded in DisGeNET.

**Table S5.** Top ranked 20 genes of MCS and their corresponding ranks of ARCS and FC for HCC.

| Gene                       | MCS   | Rank | ARCS  | Rank | FC*   | Rank |
|----------------------------|-------|------|-------|------|-------|------|
| <i>splea<sup>†</sup></i>   | 3.763 | 1    | 2.800 | 21   | 6.846 | 1    |
| <i>hmgcr<sup>†</sup></i>   | 3.450 | 2    | 2.203 | 108  | 5.420 | 2    |
| <i>mvda<sup>†</sup></i>    | 3.399 | 3    | 2.167 | 121  | 5.175 | 3    |
| <i>acat2<sup>†</sup></i>   | 3.308 | 4    | 3.599 | 1    | 2.116 | 66   |
| <i>aldh2.2<sup>†</sup></i> | 3.240 | 5    | 3.117 | 5    | 2.167 | 57   |
| <i>zgc:153031</i>          | 3.222 | 6    | 1.970 | 227  | 4.607 | 6    |
| <i>lss</i>                 | 3.209 | 7    | 2.496 | 39   | 4.767 | 4    |
| <i>fdps</i>                | 3.209 | 8    | 2.103 | 153  | 4.738 | 5    |
| <i>hsd17b7</i>             | 3.207 | 9    | 2.511 | 38   | 4.412 | 9    |
| <i>fdft1<sup>†</sup></i>   | 3.199 | 10   | 2.458 | 45   | 4.508 | 7    |
| <i>sc5d</i>                | 3.183 | 11   | 2.446 | 47   | 4.428 | 8    |

|                            |       |    |       |     |       |      |
|----------------------------|-------|----|-------|-----|-------|------|
| <i>pik3cd</i> <sup>†</sup> | 3.172 | 12 | 1.607 | 523 | 0.292 | 2644 |
| <i>cyp51</i>               | 3.166 | 13 | 2.423 | 54  | 4.267 | 10   |
| <i>pik3ca</i> <sup>†</sup> | 3.165 | 14 | 1.583 | 546 | 0.130 | 3629 |
| <i>pik3cb</i> <sup>†</sup> | 3.164 | 15 | 1.581 | 548 | 0.117 | 3718 |
| <i>acox1</i> <sup>†</sup>  | 3.152 | 16 | 2.690 | 30  | 2.844 | 23   |
| <i>dhcr24</i>              | 3.148 | 17 | 2.406 | 60  | 4.151 | 11   |
| <i>ebp</i> <sup>†</sup>    | 3.139 | 18 | 2.399 | 65  | 4.104 | 12   |
| <i>hkdc1</i>               | 3.138 | 19 | 2.944 | 11  | 2.139 | 58   |
| <i>hadhab</i>              | 3.131 | 20 | 3.321 | 2   | 1.167 | 432  |

\* denotes absolute of log<sub>2</sub>(fold change). † denotes the obesity genes are recorded in DisGeNET.

**Table S6.** Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for HBx(p53-) fish.

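All 32 RNA-seq entries of this table were matched, 12 of them higher and 20 lower on the obesity diet. In 27 (84.4%), both obesity libraries of HBx(p53-) lay on one side of both NOR libraries. The median standard deviation within the NOR pair and the pair of DIO and FAT was 0.97 on the log2 scale, so it includes the difference between these diets. The smallest limma adjusted p was 0.995, and 14 genes had an unadjusted p under 0.05. Adjusted over the table alone, 0 genes passed, with a smallest adjusted p of 0.0688.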

| Gene             | MIC_FC* | NGS_FC* | MIC_MCS |
|------------------|---------|---------|---------|
| <i>gck</i>       | 2.77    | 3.96    | 3.438   |
| <i>abca1b</i>    | 2.35    | 1.41    | 1.469   |
| <i>p4ha2</i>     | 2.25    | 1.78    | 2.817   |
| <i>socs3b</i>    | 2.07    | 1.35    | 2.500   |
| <i>fzd8a</i>     | 1.95    | 1.36    | 1.718   |
| <i>inhbab</i>    | 1.91    | 1.79    | 1.227   |
| <i>hkdc1</i>     | 1.85    | 1.84    | 3.319   |
| <i>mpi</i>       | 1.28    | 1.46    | 2.784   |
| <i>mtmr2</i>     | 1.16    | 1.69    | 2.670   |
| <i>per2</i>      | 1.10    | 2.32    | 0.784   |
| <i>axin2</i>     | 1.10    | 1.84    | 1.491   |
| <i>mtmr8</i>     | 1.08    | 1.50    | 2.655   |
| <i>aldoab</i>    | -5.80   | -3.46   | 3.880   |
| <i>slc27a6</i>   | -5.48   | -2.34   | 2.390   |
| <i>mycb</i>      | -3.21   | -3.46   | 2.056   |
| <i>ppp1r3ca</i>  | -2.21   | -2.53   | 2.357   |
| <i>irs2a</i>     | -2.15   | -2.60   | 2.514   |
| <i>ldhba</i>     | -2.03   | -2.24   | 3.190   |
| <i>mat2aa</i>    | -1.96   | -2.51   | 2.808   |
| <i>prickle1a</i> | -1.81   | -1.60   | 1.614   |
| <i>glula</i>     | -1.65   | -2.81   | 2.914   |
| <i>pim1</i>      | -1.56   | -1.85   | 0.746   |
| <i>chac1</i>     | -1.55   | -2.90   | 2.697   |
| <i>arg2</i>      | -1.48   | -1.80   | 2.764   |
| <i>agxtb</i>     | -1.42   | -2.08   | 2.835   |
| <i>g6pca.2</i>   | -1.36   | -3.05   | 3.154   |
| <i>tob1b</i>     | -1.23   | -1.98   | 1.183   |
| <i>hsd11b2</i>   | -1.18   | -1.75   | 1.913   |
| <i>btg2</i>      | -1.16   | -1.79   | 1.171   |
| <i>upp2</i>      | -1.14   | -2.19   | 2.667   |
| <i>tdo2b</i>     | -1.08   | -2.48   | 2.615   |
| <i>phykpl</i>    | -1.03   | -1.60   | 2.607   |

\* Values denote log<sub>2</sub>(fold change).

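For the candidate genes of Src(p53-) fish, 27 of 32 RNA-seq entries were matched to a gene, 9 higher and 18 lower on the obesity diet. Both obesity libraries lay on one side of both NOR libraries in all 27. The median standard deviation within the NOR pair and the pair of DIO and FAT was 0.57, which includes the difference between these diets. The largest change in size was that of the glucokinase gene gck, which fell by 6.20, from 179 and 3650 FPKM on NOR to 59.9 on DIO and 0.991 on FAT (limma adjusted p = 0.566). Of the 27 genes, 18 had an unadjusted p under 0.05 and 0 passed over all genes. Adjusted over the table alone, 2 passed, which is not independent evidence because the study chose the genes on these libraries.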

**Table S7.** Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for Src(p53-) fish.

| Gene             | MIC_FC* | NGS_FC* | MIC_MCS |
|------------------|---------|---------|---------|
| <i>foxo1a</i>    | 4.69    | 3.68    | 2.070   |
| <i>chac1</i>     | 3.46    | 3.54    | 3.409   |
| <i>EIF4EBP3L</i> | 2.69    | 2.48    | 2.009   |
| <i>glula</i>     | 2.57    | 2.54    | 3.420   |
| <i>btg3</i>      | 2.40    | 2.28    | 2.310   |
| <i>gbp</i>       | 2.32    | 2.14    | 1.000   |
| <i>mkkn2b</i>    | 2.24    | 3.63    | 1.469   |
| <i>cdkn1a</i>    | 2.08    | 3.47    | 1.525   |
| <i>EIF4EBP3</i>  | 1.98    | 2.63    | 1.857   |
| <i>polr1b</i>    | 1.96    | 1.86    | 3.170   |
| <i>acss1</i>     | 1.89    | 2.39    | 3.234   |
| <i>crata</i>     | 1.78    | 1.51    | 0.659   |
| <i>EIF4A2</i>    | 1.78    | 2.37    | 1.815   |
| <i>gck</i>       | -3.66   | -6.20   | 3.692   |
| <i>pmm2</i>      | -3.19   | -4.00   | 3.392   |
| <i>itpa</i>      | -3.16   | -2.00   | 3.386   |
| <i>fabp7a</i>    | -3.10   | -3.14   | 1.369   |
| <i>acat2</i>     | -2.83   | -3.17   | 3.715   |
| <i>scd</i>       | -2.77   | -4.17   | 2.940   |
| <i>pim2</i>      | -2.67   | -2.62   | 0.733   |
| <i>dhcr24</i>    | -2.48   | -2.41   | 3.359   |
| <i>ebp</i>       | -2.40   | -3.75   | 3.342   |
| <i>slc27a6</i>   | -2.40   | -2.15   | 1.218   |
| <i>ckmt1</i>     | -2.28   | -2.31   | 3.158   |
| <i>msmo1</i>     | -2.22   | -2.32   | 3.305   |
| <i>pgd</i>       | -2.20   | -3.16   | 3.220   |
| <i>tuba8l</i>    | -2.12   | -2.35   | 1.083   |
| <i>mvda</i>      | -2.06   | -2.60   | 3.110   |
| <i>mtmr2</i>     | -2.01   | -2.02   | 3.139   |
| <i>mcoln1a</i>   | -1.92   | -2.08   | 0.656   |
| <i>cmpk</i>      | -1.88   | -2.23   | 3.112   |
| <i>psmd12</i>    | -1.86   | -2.27   | 2.976   |

\* Values denote log<sub>2</sub>(fold change).

**Table S8.** Comparison of candidate genes selected from microarray and next-generation sequencing using two scoring methods for HBx,Src(p53-) fish.

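Of the 49 RNA-seq entries, 47 were matched, 15 higher and 32 lower on DIO, and 42 (89.4%) had no overlap between the DIO and NOR libraries of HBx,Src(p53-). The median standard deviation between replicates was 0.87. Limma called 3 of them over all genes. A gene known only by a clone name rose by 3.33, from 0.174 and 0.203 FPKM to 11.5 and 10.5 (adjusted p = 0.0305), and mknk1 fell by 2.20 (adjusted p = 0.0368). The third is sqlea of the steroid biosynthesis list. Adjusted over the table alone, 30 passed, and 36 had an unadjusted p under 0.05. The study chose the genes on these libraries, so the count over the table alone is not independent evidence.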

| Gene              | MIC_FC* | NGS_FC* | MIC_MCS | HCC_Positive |
|-------------------|---------|---------|---------|--------------|
| <i>zgc:153031</i> | 4.61    | 3.33    | 3.616   | 0            |
| <i>upp2</i>       | 2.89    | 3.94    | 3.366   | 0            |
| <i>tdo2b</i>      | 2.65    | 3.25    | 3.291   | 0            |
| <i>pop5</i>       | 2.65    | 2.51    | 2.954   | 0            |
| <i>asah1a</i>     | 2.48    | 3.48    | 3.305   | 1            |
| <i>emg1</i>       | 2.31    | 2.26    | 2.864   | 0            |
| <i>zgc:86811</i>  | 2.14    | 2.22    | 3.256   | 0            |
| <i>mphosph10</i>  | 2.13    | 2.16    | 2.838   | 0            |
| <i>gbp</i>        | 2.03    | 2.05    | 0.521   | 0            |
| <i>pim2</i>       | 1.93    | 2.48    | 0.282   | 0            |
| <i>phkg1a</i>     | 1.88    | 2.15    | 0.609   | 0            |

|                  |       |       |       |   |
|------------------|-------|-------|-------|---|
| <i>foxo1a</i>    | 1.87  | 2.96  | 0.941 | 1 |
| <i>dkc1</i>      | 1.87  | 2.18  | 2.799 | 1 |
| <i>mphosph6</i>  | 1.82  | 2.51  | 1.851 | 0 |
| <i>mknk2b</i>    | 1.76  | 2.39  | 0.590 | 0 |
| <i>EIF4ebp3l</i> | 1.70  | 2.31  | 2.340 | 0 |
| <i>sqlea</i>     | −6.85 | −5.63 | 3.903 | 1 |
| <i>hmgcra</i>    | −5.42 | −5.78 | 3.695 | 1 |
| <i>mvda</i>      | −5.18 | −5.35 | 3.659 | 1 |
| <i>fdft1</i>     | −4.51 | −4.85 | 3.562 | 1 |
| <i>hsd17b7</i>   | −4.41 | −2.38 | 3.588 | 0 |
| <i>dhcr24</i>    | −4.15 | −4.13 | 3.510 | 0 |
| <i>ebp</i>       | −4.10 | −4.45 | 3.503 | 1 |
| <i>msmo1</i>     | −3.80 | −4.31 | 3.458 | 0 |
| <i>elovl6</i>    | −3.33 | −2.22 | 3.470 | 1 |
| <i>hspa5</i>     | −3.01 | −3.64 | 2.544 | 1 |
| <i>elovl2</i>    | −3.00 | −3.03 | 3.421 | 0 |
| <i>gadm</i>      | −2.91 | −2.65 | 3.369 | 0 |
| <i>mvk</i>       | −2.88 | −2.06 | 3.364 | 1 |
| <i>tm7sf2</i>    | −2.75 | −3.11 | 3.306 | 1 |
| <i>mknk1</i>     | −2.65 | −2.20 | 0.721 | 0 |
| <i>vps37b</i>    | −2.55 | −2.76 | 0.724 | 0 |
| <i>calr3b</i>    | −2.41 | −2.86 | 2.456 | 0 |
| <i>rdh12</i>     | −2.34 | −2.23 | 3.246 | 1 |
| <i>tuba8l</i>    | −2.33 | −2.75 | 0.836 | 0 |
| <i>rock2a</i>    | −2.31 | −2.42 | 0.796 | 1 |
| <i>prdx1</i>     | −2.30 | −2.26 | 1.033 | 1 |
| <i>aldoab</i>    | −2.28 | −2.20 | 3.396 | 0 |
| <i>scd</i>       | −2.27 | −2.34 | 2.803 | 1 |
| <i>hyou1</i>     | −2.27 | −2.29 | 2.395 | 0 |
| <i>tuba8l4</i>   | −2.23 | −2.20 | 0.820 | 0 |
| <i>mycb</i>      | −2.20 | −2.48 | 0.745 | 1 |
| <i>hkdc1</i>     | −2.14 | −2.61 | 3.496 | 0 |
| <i>pdia6</i>     | −2.14 | −2.25 | 2.376 | 0 |
| <i>acat2</i>     | −2.12 | −2.24 | 3.653 | 1 |
| <i>dlat</i>      | −2.11 | −2.32 | 3.332 | 0 |
| <i>sesn3</i>     | −2.09 | −2.47 | 0.421 | 0 |
| <i>psat1</i>     | −2.07 | −2.78 | 3.326 | 0 |
| <i>ckmt1</i>     | −2.04 | −2.35 | 3.201 | 0 |

\* Values denote log<sub>2</sub>(fold change).

**Table S9.** Primer sequences for lipogenic factors/enzymes and cell cycle/division related genes.

| Gene Name         | Primer Name  | Start | Sequence (5' to 3')  | Accession Number | Size (bp) |
|-------------------|--------------|-------|----------------------|------------------|-----------|
| Lipogenic Factors |              |       |                      |                  |           |
| pparg             | Q-pparg-F    | 513   | GGTTTCATTACGGCGTTCAC | NM_131467.1      | 250       |
|                   | Q-pparg-R    | 762   | TGGTTCACGTCACTGGAGAA |                  |           |
| srebf1            | Q-srebf1-F   | 2163  | CATCCACATGGCTCTGAGTG | NM_001105129.1   | 250       |
|                   | Q-srebf1-R   | 2412  | CTCATCCACAAAGAAGCGGT |                  |           |
| chrebp            | Q-chrebp-F-2 | 818   | GGAGATGGACTCGCTCTTTG | XM_001338467     | 200       |
|                   | Q-chrebp-R-2 | 513   | GCAGAGGCTCAAAAGTGTC  |                  |           |
| Lipogenic Enzymes |              |       |                      |                  |           |

|                                   |            |      |                      |             |     |
|-----------------------------------|------------|------|----------------------|-------------|-----|
| fasn                              | Q-fasn-F   | 7183 | ATCTGTTCTCTGTCGATGGC | XM_682295   | 250 |
|                                   | Q-fasn-R   | 7432 | AGCATATCTCGGCTGACGTT |             |     |
| pap                               | Q-pap-F    | 976  | CAGTTCTTCTGATTGCTGC  | XM_692415   | 250 |
|                                   | Q-pap-R    | 1225 | TCCTCAAAGCTTAGTTCGGG |             |     |
| agpat                             | Q-agpat -F | 517  | TTGGCGAAAAAGGAACTGTC | NM_212992   | 250 |
|                                   | Q-agpat-R  | 820  | GGTGGTACTTGAGTTTGGGG |             |     |
| Cell Cycle/Division Related Genes |            |      |                      |             |     |
| ccne1                             | Q-ccne1-F  | 371  | TCCCGACACAGGTTACACAA | NM_130995.1 | 201 |
|                                   | Q-ccne1-R  | 571  | TTGTCTTTTCCGAGCAGGTT |             |     |
| cdk1                              | Q-cdk1-F   | 779  | CTCTGGGGACCCCTAACAAT | NM_212564.2 | 200 |
|                                   | Q-cdk1-R   | 978  | CGGATGTGTCATTGCTTGTC |             |     |
| cdk2                              | Q-cdk2-F   | 794  | CAGCTCTTCCGGATATTTCG | NM_213406.1 | 199 |
|                                   | Q-cdk2-R   | 992  | CCGAGATCCTCTTGTTTGA  |             |     |

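The paper's share of mapped reads per library ranges from 86.94% to 90.24%, with a mean of 89.2%. The lowest share belongs to the second DIO library of HBx,Src(p53-). The deposited FPKM of each library were set beside these read numbers. The 10 genes with the highest FPKM held between 19.2% and 29.8% of a library's FPKM, and the single highest gene held between 3.77% and 11.76%. Between 10517 and 13044 genes per library had at least 1 FPKM. Both ends of that range are Src(p53-) libraries, the lowest on DIO and the highest the second NOR library with the fewest mapped reads of the 16.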

**Table S10.** Mapping of RNA-seq reads in 16 samples to reference genome (GRCz10/danRer10).

| Sample    | Clean Reads | Total Mapped Reads  |
|-----------|-------------|---------------------|
| WT_NOR20  | 11,605,217  | 10,354,175 (89.22%) |
| WT_NOR2   | 14,053,254  | 12,522,855 (89.11%) |
| WT_DIO16  | 13,408,586  | 12,014,093 (89.6%)  |
| WT_FAT12  | 12,494,528  | 11,062,655 (88.54%) |
| HBx_NOR15 | 11,375,926  | 10,052,906 (88.37%) |
| HBx_NOR2  | 10,839,593  | 9,728,535 (89.75%)  |
| HBx_DIO13 | 13,873,295  | 12,259,831 (88.37%) |
| HBx_FAT12 | 11,653,976  | 10,492,075 (90.03%) |
| Src_NOR5  | 12,073,502  | 10,895,128 (90.24%) |
| Src_NOR9  | 10,769,748  | 9,557,074 (88.74%)  |
| Src_DIO11 | 14,319,836  | 12,791,909 (89.33%) |
| Src_FAT4  | 13,653,133  | 12,128,078 (88.83%) |
| Tri_NOR11 | 14,227,675  | 12,830,517 (90.18%) |
| Tri_NOR3  | 13,451,757  | 12,008,383 (89.27%) |
| Tri_DIO11 | 14,164,324  | 12,314,463 (86.94%) |
| Tri_DIO7  | 13,793,680  | 12,412,933 (89.99%) |

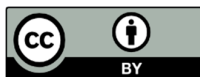

© 2019 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

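The authors' FPKM of 16 liver libraries were used as deposited, from the table of the whole series, whose values equal those of the files of single libraries. Reads were not aligned again. Identifiers of assembled transcripts were given gene symbols through their RefSeq transcript names where a name was matched (7916 identifiers), 4072 identifiers were symbols already, and 32 entries were summed into another of the same gene. Of the identifiers, 2 had been turned into dates and were left as they are. Analysis ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

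Values were log2(FPKM + 1). Genes were tested with lmFit and eBayes with trend on 8 groups of genotype and diet. The common diet effect was taken from a model of genotype and diet. Gene sets were tested with camera at a preset correlation of 0.01, adjusted over the 13 lists for the difference between the pairs of genotypes. For this difference alone, fry and camera at an estimated correlation were run as alternatives. Of the 68 ribosomal protein genes that were named, 1 is listed at 0 in at least 1 library.

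The gene lists, the alternatives, and the rule for naming genes were set before the data were examined, apart from those marked as chosen later. The rule names every gene the paper names for RNA-seq, the genes of the steroid biosynthesis list, the 3 genes with the largest rise and the 3 with the largest fall in each genotype whose obesity libraries lie on one side of the NOR libraries, and the 3 genes with the smallest p in each direction for the common effect and for the difference between pairs. Of the genes it gives that have no symbol, only some are printed.

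On simulated libraries with 11447 genes, of which 200 were given a log2 change of 2, the steps recovered 178 for the common diet effect with 6 false calls, 44 for the difference between pairs with 2 false calls, and 16 for HBx,Src(p53-) with 1 false call. With 20 simulated lists of 40 genes and a change of 1 planted in one of them, its median was 1.05 and 0 other lists were called. The simulated genes varied independently, and genes of low level, where most limma calls lie, were left out. These counts therefore do not cover lists whose genes vary together, or genes near the floor. Over 100 labelings of the real libraries, the difference between pairs called a median of 3 lists and at most 9.

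Lists of marker genes were written for tissues beside the liver. The female liver list had 0 of 9 genes matched and was not used. The heart list had 9 of 9 matched and is reported with myl7, and the hepatocyte list (4 of 8) and the exocrine pancreas list (12 of 17) with their tests. For endocrine pancreas (5 of 5 matched), the highest library median was 0.443 FPKM and the highest gene was gcga at 4.93. For intestine (3 of 6) these were 0.895 and cdh17 at 1.23, for ovary (6 of 7) 3.03 and zp3b at 7.15, and for red blood cells (5 of 6) 7.05 and hbaa1 at 743. Each matched ovary gene was highest in the HBx,Src(p53-) NOR library 1. There zp3b had its 7.15 FPKM, against 0.508 in the NOR library 2 and 3.45 and 2.7 on DIO. In the other types of fish it reached at most 0.572. What these levels say of the sex of the fish was not tested.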

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

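The tests of sequencing depth, of the level on the normal diet, of genes that separate genotypes, of neighboring genes, and of heart transcripts were chosen only after the result they concern had been seen.

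The diet effects of Src(p53-) and HBx,Src(p53-) were set against those of WT and HBx(p53-), and 12 genes were called for the difference. When NOR and obesity were exchanged among the libraries within each genotype, 48 of 100 labelings, the real one included, gave as many calls, with a median of 11 and a range from 0 to 202. The number of calls is therefore what other splits of these libraries give. For the number of lists called, 12 of the 100 labelings, again with the real one, gave 7 or more, with a median of 3 and a highest count of 9.

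Steroid biosynthesis differed most, at −3.85, and all 8 genes were lower. In 6 of the 648 relabelings of NOR and obesity within genotypes, the median was as large (exact p = 0.00926, 0.12 adjusted over the 13 lists). Depth as the whole cause is argued against, since the median was −3.67 with the number of mapped reads in the model and camera still called the list. Across the 16 libraries, the scores of this list, of the proteasome, and of ribosome biogenesis had r of −0.09, −0.17, and 0.12 with mapped reads (permutation p of 0.516 or higher). The authors' scaling is argued against by a median of −3.66 after quantile normalization, and a changed share of hepatocytes by a median of 0.14 for the 4 matched hepatocyte markers ambp, apoa2, fabp10a, and fgb, which had 329 to 4270 FPKM. A candidate explanation is a higher level on the normal diet already. There the list score was higher by 2.17 in the 4 Src-carrying libraries, which had 3.03 to 5.54 against 1.52 to 2.34 in the others (exact permutation p = 0.0286, the smallest that 4 against 4 can give, and 0.159 adjusted). On the obesity diet the difference was −0.96 (exact p = 0.0857). The Src transgene and the sex of the fish stay open and were not tested. The paper gives 16 fish for RNA-seq, as many as there are libraries.

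The proteasome differed by −0.99. In 73 of the 648 relabelings the median was as large, so the difference is not beyond what other splits of these libraries give. It was −0.92 with mapped reads in the model and −0.78 after quantile normalization, and the hepatocyte markers moved by 0.14, which argues against depth, scaling, and hepatocyte share as the whole cause. The score on NOR was higher by 0.92 in Src-carrying libraries, with overlap between the libraries (exact p = 0.0857). On the obesity diet the difference was −0.03 (exact p = 0.943), so the scores differed mainly on NOR. With 4 libraries against 4, a different level on the normal diet cannot be told apart from an effect of the diet.

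Ribosome biogenesis differed by 1.21. In 26 of the 648 relabelings the median was as large (exact p = 0.0401, 0.244 adjusted over the 13 lists). The median was 1.21 with mapped reads in the model and 1.36 after quantile normalization, against depth and scaling, and 0.14 for the hepatocyte markers. The score of Src-carrying libraries differed by −0.33 on NOR (exact p = 0.429) and by 0.78 on the obesity diet (exact p = 0.143). A different level on NOR cannot be told apart from an effect of the diet. The reason is that the 2 NOR libraries of HBx,Src(p53-) lie at both ends of the range, at 2.91 and 4.51. The genotype stays open as an untested biological explanation.

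The other lists called for the difference are RNA polymerase at 0.45, protein processing in the endoplasmic reticulum at −0.63, pyrimidine metabolism at 0.10, and amino sugar and nucleotide sugar metabolism at −0.60. Of the 648 relabelings, 152, 90, 292, and 47 gave as large a median in this order, which is at least 5% for each. No biological explanation was tested for them.

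The paper does not discuss si:dkeyp-73d8.9, which had a median of 791 FPKM in the 12 p53 mutant libraries (510 to 2530) against 0.994 to 2.82 in the 4 WT libraries. A gene without a name had 322 to 1440 FPKM against 0.222 to 11.6. Among 12317 genes with a mean of at least 1 FPKM, 9 separate these groups without overlap and at least 2-fold (4 higher, 5 lower). In 2 of the 1820 splits of the 16 libraries into 12 and 4, as many genes were separated. A limit of 4-fold, tried first, gave 4 genes and 1 of 1820 splits. A strain difference in linked blocks of the genome may explain this, but only 1 of these genes has a name and a place in the table of names, so this cannot be told apart from an effect of the p53 mutation or the transgenic background.

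The gene myl7 had a median of 7.36 FPKM in the 8 HBx-carrying libraries (4.12 to 19.7) and 0 to 0.581 in the 8 others, and a gene without a name had 0 to 0.813 against 81 to 601. At least 2-fold without overlap, 3 genes separate these libraries (1 higher, 2 lower), as in 1 of the 6435 splits into 8 and 8, the real one. The limit of 4-fold tried first gave 1 gene and 8 of 6435 splits. Heart tissue stays open: the median difference of the other 8 heart genes was 0, but 6 of them were listed at 0 in all libraries, which fixes that median, and myh6 and tnnc1a reached only 0.416 and 0.0197 FPKM. For linked blocks, 1 gene with a name and a place again leaves a difference between the fish lines that cannot be told apart from an effect of HBx. A reporter or a marker carried with the transgene may be the source, which the 1 placed gene does not test. No gene separates the 8 Src-carrying libraries from the 8 others in this way.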

How the results depend on the processing

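The limit of a mean of 10 FPKM for limma calls and the restriction to RefSeq transcript names were chosen after the data had been seen. Where a value changed below, the cause was not tested, unless it is given.

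The difference between pairs kept its direction under every alternative run for ribosome biogenesis, RNA polymerase, protein processing in the endoplasmic reticulum, steroid biosynthesis, the proteasome, and amino sugar metabolism, but not its calls. With an estimated correlation, the medians, unchanged by construction, had adjusted p of 0.477 for ribosome biogenesis (1.21), RNA polymerase (0.45), pyrimidine metabolism (0.10), the proteasome (−0.99), and amino sugar metabolism (−0.60), 0.525 for protein processing (−0.63), and 0.296 for steroid biosynthesis (−3.85). With fry, all of these had 0.277 but steroid biosynthesis. For protein processing (−0.63), a mean of at least 1 FPKM gave 0.0866. Terpenoid biosynthesis was called with a pseudocount of 0.1 (−1.45) and after quantile normalization (−0.82), as were fatty acid metabolism (−0.49 and −0.25) and, with the pseudocount, p53 signaling (0.04, adjusted p = 0.0321). The insulin list turned to 0.04 after quantile normalization. With a mean of at least 1 FPKM, the difference grew for pyrimidine metabolism (0.34), amino sugar metabolism (−1.11), glycolysis (−0.63), the insulin list (−0.25), and toll-like receptor signaling (−0.11), without a change of call.

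DEGs numbered 7161 in WT, 6891 in HBx(p53-), 9520 in Src(p53-), and 9712 in HBx,Src(p53-) with a pseudocount of 0.1. FAT alone gave 3488 in WT and 2701 in HBx(p53-), and DIO alone 2439 in HBx(p53-), with 1 library in place of 2. Restricted to RefSeq transcript names, they were 527, 500, 1353, and 1498, with fewer genes tested. A limma call depended on genes of low FPKM. With a mean of at least 1 FPKM, there were 0 in WT (421 at an unadjusted p under 0.05), 1 in HBx(p53-), 2 in Src(p53-), and 21 in HBx,Src(p53-), and with a mean of at least 10, 0 (115), 1, 1, and 5. From the genotype's own 4 libraries, 0 were called in each (513, 905, 2239, and 2931 at an unadjusted p under 0.05). Quantile normalization gave 44 in WT and 13 in HBx(p53-), a pseudocount of 0.1 gave 62 in HBx,Src(p53-), and eBayes without trend gave 5 in Src(p53-). The 8 calls in HBx(p53-) were all down, as were the 7 there without trend. Quantile normalization gave 4 up and 9 down in these fish, and the pseudocount of 0.1 gave 5 up and 6 down. For the difference between pairs, 1 gene was called with a pseudocount of 0.1, 5 with a mean of at least 1 FPKM, and 26 without trend. The replicate number as a block in HBx,Src(p53-) gave 127 calls.

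Within genotypes, quantile normalization turned RNA polymerase (0.09), fatty acid metabolism (0.15), the insulin list (0.21), toll-like receptor signaling (0.06), and p53 signaling (0.04) in Src(p53-), where it removes the lower median of all genes. The insulin list in WT turned as well (−0.01). It called RNA polymerase in WT (−0.23, adjusted p = 0.0436) and glycolysis in HBx,Src(p53-) (−0.21), and no longer protein processing in WT (−0.22, adjusted p = 0.0612). A pseudocount of 0.1 called terpenoid biosynthesis in Src(p53-) (−1.63, adjusted p = 0.0394) and no longer fatty acid metabolism in WT (0.35, adjusted p = 0.0838). Pearson's r between HBx(p53-) and Src(p53-) was −0.13 with a pseudocount of 0.1 and −0.22 with a mean of at least 10 FPKM. Between DIO and FAT it was 0.23 and 0.18 in WT and 0.43 and 0.55 in Src(p53-). Of single genes, cdk1 in HBx,Src(p53-) turned to 0.01 with a pseudocount of 0.1, and tm7sf2 in Src(p53-) to 0.05 after quantile normalization.

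Across the fits that each left out 1 library, the DEGs ranged from 2503 to 3488 in WT, 2439 to 3062 in HBx(p53-), 3244 to 5242 in Src(p53-) (highest without NOR replicate 1), and 3974 to 5161 in HBx,Src(p53-). Common diet calls were 0 in all 16 fits. The 12 genes called for the difference kept their direction in all 16. Each fit leaves 1 group of genotype and diet with a single library, so only the direction was compared, and calls for the difference from these fits are not given. The difference between pairs ranged from 0.72 to 1.60 for ribosome biogenesis, 0.24 to 0.71 for RNA polymerase, −0.91 to −0.28 for protein processing, −4.52 to −3.16 for steroid biosynthesis, −1.52 to −0.54 for terpenoid biosynthesis, −0.47 to −0.16 for fatty acid metabolism, 0.02 to 0.18 for pyrimidine metabolism, −0.46 to −0.01 for glycolysis, −0.26 to 0.01 for the insulin list (highest without Src(p53-) NOR replicate 2), −0.14 to 0.00 for toll-like receptor signaling, 0.00 to 0.11 for p53 signaling, −1.40 to −0.50 for the proteasome (highest without WT NOR replicate 1), and −0.75 to −0.28 for amino sugar metabolism.

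A vitellogenin covariate was not run, since 0 of 9 female liver markers were matched, and tests on counts were not run on FPKM. Without read counts, the depth behind a gene is unknown.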

Differences from the paper's values

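The paper gives 527 DEGs in WT, 500 in HBx(p53-), 1352 in Src(p53-), and 1498 in HBx,Src(p53-), against 1675, 1574, 3271, and 3803 here. None of the alternatives set before the data were examined closed the gap: over all of them, the lowest counts were 1451, 1340, 2659, and 3413. Restricted to entries with a RefSeq transcript name, an alternative chosen after seeing the values, the counts were 527, 500, 1353, and 1498.

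For steroid biosynthesis, the paper states an increase of the pathway in the Src-carrying fish, and its Discussion states that most DEGs of the pathway are downregulated from WT to HBx,Src(p53-) and that downregulated genes can raise a pathway's score. The median log2 fold change of the genes here was −1.75 in Src(p53-) and −4.22 in HBx,Src(p53-), the direction that the Discussion gives for them. The paper states an increase in these fish also for fatty acid metabolism, with medians here of −0.06 and −0.33 (0.15 in Src(p53-) after quantile normalization), and for the proteasome, with −1.42 and −0.37. Its statement covers a decrease of these pathways in WT and HBx(p53-) too, where the medians were 0.58 and 0.33 for steroid biosynthesis, 0.30 and 0.02 for fatty acid metabolism, and 0.17 and −0.06 for the proteasome. For amino sugar and nucleotide sugar metabolism, the paper states a rise from WT to HBx,Src(p53-), whereas the medians fell from 0.03 in WT to −0.64 in HBx,Src(p53-). The paper's scores rest on enrichment of up- and downregulated DEGs and are not fold changes, so signed medians cannot contradict them. Counts of genes at least 2-fold apart, in the order WT to HBx,Src(p53-), were higher in Src-carrying fish, mostly by falls. For amino sugar metabolism, 3, 5, 0, and 0 were up and 2, 1, 13, and 13 down. For the proteasome, 0 were up and 0, 1, 33, and 7 down. For steroid biosynthesis, 2, 0, 0, and 0 were up and 0, 0, 6, and 7 down. For fatty acid metabolism, 2, 2, 3, and 1 were up and 1, 3, 9, and 11 down.

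For the insulin pathways and glycolysis, the paper states an increase in WT and HBx(p53-), whereas the medians in HBx(p53-) were −0.08 and −0.07. For toll-like receptor signaling, it states a decrease in all types of fish, and the median was 0.14 in WT and 0.01 in HBx,Src(p53-). Each rests on 1 library: the WT median was 0.00 without the FAT library, and the HBx,Src(p53-) median was −0.09 without the DIO library 2. For p53 signaling the paper also states a decrease in all types of fish. The median was 0.05 in HBx,Src(p53-), and −0.03 without the NOR library 2. None of the medians over all libraries passed camera's adjusted p of 0.05. The paper states that 2 receptor genes, tlr5a and tlr5b, rose in WT, which were not analysed here because no entry has these names. After quantile normalization, fdft1 was called in HBx,Src(p53-) at −4.89 (limma adjusted p = 0.0459), against 0.0564 without it.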

Other observations

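The tests of the grouping of genotypes, of DEG numbers, of the src level, and of pancreas transcripts were chosen only after the result had been seen.

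The diet effects were more alike within WT and HBx(p53-) and within Src(p53-) and HBx,Src(p53-) than between these pairs, by 0.39 in mean r. In 8 of the 648 relabelings of NOR and obesity within genotypes, the same grouping was as strong, and in 25 any grouping into pairs was. The higher DEG numbers in both Src-carrying types were matched in 2 of the 81 combinations of pairings. For the common diet effect, 0 genes were called, which 100 of 100 labelings reach by construction, so this count decides nothing. Its 1427 genes at an unadjusted p under 0.05 were reached in 35 of the 100, the real one included. The transgene stays open as an untested explanation.

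The insulin gene ins was highest in the HBx,Src(p53-) DIO library 1. Pancreas tissue in that library is a candidate source: of the 16 libraries, it ranks 1 by the mean of the 12 matched exocrine pancreas markers, at 4.11 against 3.68 for the next. The median of these markers was 25 FPKM there and 0.127 in the lowest library, and ctrb.1 had 84.9 FPKM there, against 89.2 in the HBx(p53-) FAT library. The exocrine score does not follow ins elsewhere, since the next libraries, HBx(p53-) FAT at 3.68 and HBx,Src(p53-) NOR 2 at 3.65, had 0.404 and 0 FPKM of ins, against 3.55. The source therefore stays open.

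The src level of the HBx,Src(p53-) DIO library 1 lay within the range of libraries without the transgene. The DIO library 2, at 4.34 FPKM, lay just above the highest of these, WT on DIO at 4.24. Both NOR libraries of HBx,Src(p53-) had 15 FPKM or more, so the diet contrast in these fish goes with a lower src level. Whether reads of the transgene align to src is not stated. A mislabelled sample was tested on genes that separate the other 7 Src-carrying libraries from the 8 others. The DIO library 1 lay on the Src-carrying side for 14 of 18 such genes. The same test on the 7 other libraries gave 10 of 39, 10 of 22, 13 of 26, 13 of 20, 14 of 16, 14 of 19, and 14 of 18. The share varies between libraries that are not in doubt as well, so a wrong Src label cannot be told apart from a low level of src. A wider gap tried first left 1 to 4 genes per library. The DIO library 1 had 2530 FPKM of si:dkeyp-73d8.9, against 0.994 to 2.82 in WT. It had 19.7 FPKM of myl7, against 0 to 0.581 in the libraries without HBx. These values argue against an exchange with a WT or Src(p53-) sample, although both genes were picked with this library counted by its label. An exchange with an HBx(p53-) sample stays open.

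Genes that the paper names for other methods had these log2 fold changes in RNA-seq, in the order WT, HBx(p53-), Src(p53-), then the fish with both transgenes: acat2 0.66, 0.09, −3.17, and −2.24; aldh7a1 0.35, −0.54, −0.70, and −0.74; pparg 0.74, 0.14, −1.14, and −1.72; slc40a1 4.42, 2.01, −0.42, and 1.00; ccne1 −0.20, −0.53, 0.92, and 0.66; cdk1 −0.05, −0.01, 0.09, and −0.02; and cdk2 −0.84, −0.49, −1.07, and −1.20. None passed limma's adjusted p of 0.05, and the smallest was 0.283, for pparg in HBx,Src(p53-). For gck, they were 5.04 in WT and −1.53 in HBx,Src(p53-) (standard error 2.96). The FPKM of cdk1 was 0.254 or lower in every library, where log2(FPKM + 1) holds any change near 0. Its values therefore cannot show whether it changed. The means of ccne1 and cdk2 were also low, at 1.9 and 1.46 FPKM.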
